# Testicular somatic cell-like cells derived from embryonic stem cells induce differentiation of epiblasts into germ cells

**DOI:** 10.1038/s42003-021-02322-8

**Published:** 2021-06-28

**Authors:** Holly Rore, Nicholas Owen, Raul Eduardo Piña-Aguilar, Kevin Docherty, Ryohei Sekido

**Keywords:** Organogenesis, Stem-cell differentiation

## Abstract

Regeneration of the testis from pluripotent stem cells is a real challenge, reflecting the complexity of the interaction of germ cells and somatic cells. Here we report the generation of testicular somatic cell-like cells (TesLCs) including Sertoli cell-like cells (SCLCs) from mouse embryonic stem cells (ESCs) in xeno-free culture. We find that Nr5a1/SF1 is critical for interaction between SCLCs and PGCLCs. Intriguingly, co-culture of TesLCs with epiblast-like cells (EpiLCs), rather than PGCLCs, results in self-organised aggregates, or testicular organoids. In the organoid, EpiLCs differentiate into PGCLCs or gonocyte-like cells that are enclosed within a seminiferous tubule-like structure composed of SCLCs. Furthermore, conditioned medium prepared from TesLCs has a robust inducible activity to differentiate EpiLCs into PGCLCs. Our results demonstrate conditions for in vitro reconstitution of a testicular environment from ESCs and provide further insights into the generation of sperm entirely in xeno-free culture.

## Abstract (web summary)

Rore et al generate testicular somatic cell-like cells (TesLCs) including Sertoli cell-like cells from mouse embryonic stem cells in xeno-free culture. They created testicular organoids in aggregation co-culture of TesLCs and epiblast-like cells (EpiLCs) and also find that TesLC-conditioned media promotes the differentiation of EpiLCs into primordial germ-like cells (PGCLCs).

## Introduction

Male infertility is a significant issue in animal reproduction. Even though assisted reproductive technology, e.g., in vitro fertilisation (IVF) and intracytoplasmic sperm injection (ICSI), overcomes some male infertility, the majority of germ cell deficiencies remain untreatable. Recent advances in stem cell technologies shed light on the availability of pluripotent stem cells as another source of germ cells.

It is already possible to derive primordial germ cell-like cells (PGCLCs) and spermatogonial stem cell (SSC)-like cells via epiblast-like cells (EpiLCs) from embryonic stem cells (ESCs) or induced pluripotent stem cells (iPSCs)^1–3^. However, these cells are not able to differentiate into sperm in vitro, suggesting lack of proper testicular environment in present culture conditions. Sertoli cells or Sertoli cell-derived signalling molecules are the candidate for the environmental factors because they physically interact with germ cells in vivo. Sertoli cells originate from the coelomic epithelium of the mesonephros^4^, which is derived from mesoendoderm (ME) via intermediate mesoderm (IM). Sertoli cell precursors are specified by the expression of the Y-linked testis-determining gene, *Sry*, within a NR5A1/SF1-positive coelomic epithelial cell population^5^. Both SRY and SF1 directly bind to testis-specific enhancers upstream of the *Sox9* gene and synergistically activate its expression^6,7^. *Sox9* expression is maintained in Sertoli cells by a combination of its transcriptional autoregulation and the FGF9 signalling^6,8^. We previously created a transgenic mouse line having the enhanced cyan fluorescence protein (eCFP) gene driven by a *Sox9* testis-specific enhancer core elements (known as *tesco*), which elicits CFP expression exclusively in Sertoli cells^6^. We then established ESC lines from the transgenic mice, named *tesco-cfp* ECSs (hereinafter *tc*ESCs).

Previously, attempts had been made to generate artificial Sertoli cells from either fibroblasts or ESCs^9–13^. However, their physiological activities as functional Sertoli cells remained unanswered. In this study, we conducted sequential induction from *tc*ESCs to TesLCs including SCLCs and steroidogenenic cells. Subsequently, we created testicular organoids in aggregation co-culture of TesLCs and PGCLCs or EpiLCs.

## Results

### Generation of testicular somatic cell-like cells from mouse embryonic stem cells

We performed a 3-step induction that consists of ESC-to-ME, ME-to-IM, and IM-to-SCLC^14^. *tc*ESCs were cultured in MEIM medium supplemented with combinations of a Wnt activator CHIR99021, a retinoic acid (RA) receptor agonist TTNPB, a RhoA/ROCK inhibitor Y27632 for the first two steps, and subsequently in RAG medium supplemented with CHIR99021, Y27632 and BMP7 for the third step (Supplementary Fig. 1a). Following the formation of aggregates for the first 2 days, ESCs started to differentiate into mesenchymal-shaped cells between day 5 and 8, and finally formed an epithelial layer with the basement membrane on its edge by day 12 (Supplementary Fig. 1b). Immunocytochemistry confirmed that SOX2-positive ESCs disappeared and PAX2-positive IM-like cells appeared within the first 5 days (Supplementary Fig. 1c). Sertoli cell markers SOX9 and GATA4 were observed by day 5 and day 12, respectively (Supplementary Fig. 1d). Quantitative RT-PCR analyses showed that the expression of ESC markers, *Sox2* and *Nanog*, declined immediately and then IM markers, *Lhx1*, *Osr1* and *Pax2*, as well as renal markers *Six2*, *Hoxd11* and *Foxd1*, were reciprocally activated by day 5 (Supplementary Fig. 1e). Subsequently, as the expression of IM and renal markers decreased after day 5, an adrenogonadal marker, *Cited2*, and steroidogenic markers, *Hsd3b1* and *Hsd17b3*, were progressively expressed by day 12 (Supplementary Fig. 1f). The occurrence of Sertoli cell differentiation was verified by the expression of five key transcription factors such as *Sox9*, *Wt1*, *Gata4*, *Sf1* and *Dmrt1*, previously defined by Buganim et al.^9^ in their studies of fibroblast-to-SCLC induction. The expression levels of *Sox9*, *Wt1* and *Gata4* were robustly increased and those of *Sf1* and *Dmrt1* moderately (Supplementary Fig. 1g). The expression of *Sf1* and *Sox9* peaked by day 2 and day 5, respectively, which may mimic the lag observed during Sertoli cell differentiation in vivo^6^. These results suggested that both SCLCs and potential steroidogenic cells were present in this cell population, thereby referred to testicular somatic-like cells (TesLCs).

However, a major concern was a higher rate of cell death than cell proliferation in the ME-to-IM step (Supplementary Fig. 1h). To overcome it, we skipped this step by placing the cells directly into TesLCs induction under four conditions; I, II, III and IV, using different combinations of FGF9, BMP7 CHIR99021 and TTNPB (Supplementary Fig. 2a). Y27632 was then removed from the media because no obvious effect on the cell survival rate was observed. CFP expression was efficiently induced in the presence of CHIR99021, i.e. condition III and IV (Supplementary Fig. 2b). Interestingly, there were less CFP-positive cells in the presence of TTNPB, suggesting that RA signalling antagonizes gonadal cell differentiation^15^. The most efficient appearance of CFP-positive cells was achieved in condition III with CHIR22091, BMP7 and FGF9 altogether (hereinafter CBF treatment) (Fig. 1a), although CFP expression levels seemed to be downregulated after day 10 (Fig. 1b), presumably because not only did SCLCs become less proliferative, but continuous activation of Wnt signalling by CHIR99021 may have resulted in the transdifferentiation of SCLCs to ovarian granulosa cell-like cells^16–18^. In this 2-step induction, following the generation of IM-like cells by day 5 (Fig. 1c, top), *tc*ESCs were differentiated into TesLCs by day 8. The presence of steroidogenic cells and SCLCs was verified by the expression of HSD3B (Fig. 1c, bottom) and the colocalization of CFP and SOX9 or SF1 and SOX9, respectively (Fig. 1c, middle). Quantitative RT-PCR showed that the expression of *Sox2* and *Nanog* immediately decreased within the first 6 days whereas renal markers, *Foxd1* and *Hoxd11*, a steroidogenic gene *Hsd3b1* and the five Sertoli cell transcription factors, except for *Dmrt1*, were activated although the activation of *Foxd1*, *Hoxd11* and *Sf1* was transient (Fig. 1d). These results were consistent with those in 3-step induction.

**Fig. 1:**
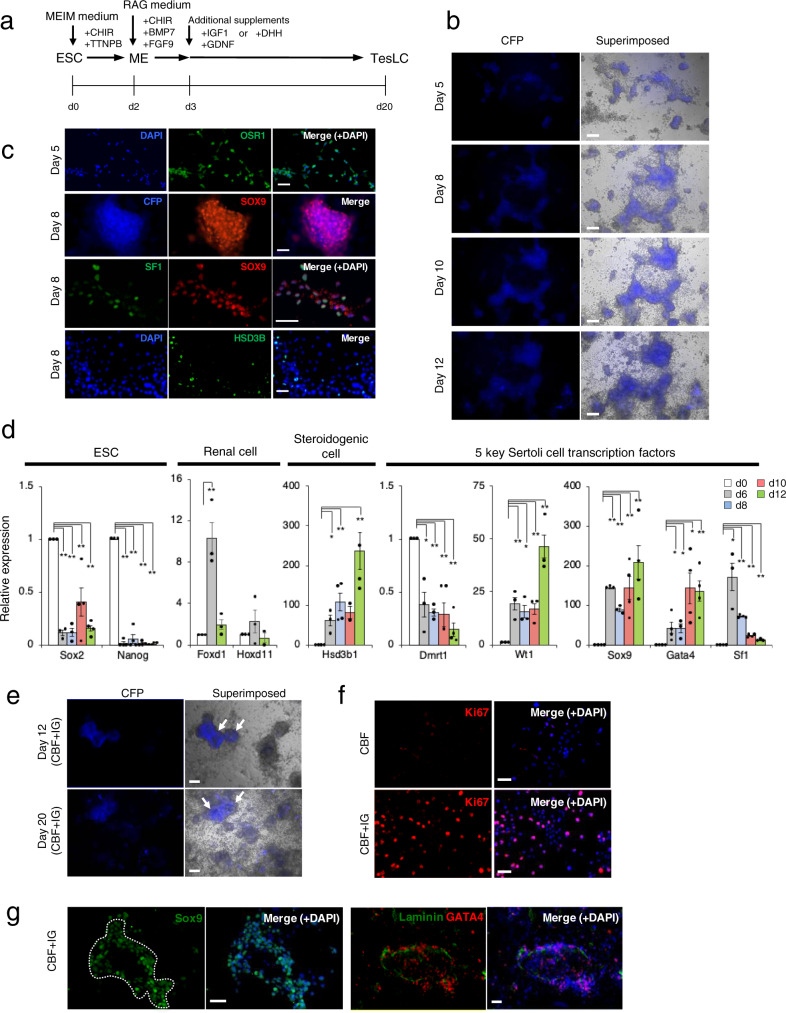
Generation of TesLCs from ESCs. **a** Schematic outline of TesLC differentiation with media containing CHIR99021, BMP7 and FGF9 (CBF), CBF + IGF1 + GDNF (CBF + IG) or CBF + DHH (CBF + D). **b** Bright-field images and those superimposed with CFP-fluorescent images of cells treated with CBF at different time-points during differentiation. **c** Molecular characterisation during TesLC differentiation in CBF-treated culture. The expression of an IM marker (OSR1) was detected at day 5. CFP expression and Sertoli cell markers (SF1/NR5A1 and SOX9) colocalized at day 8. A steroidogenic marker (HSD3B) also appeared at day 8. **d** Quantitative RT-PCR analysis for the expression of ESC markers (*Sox2* and *Nanog*), renal markers (*Foxd1* and *Hoxd11*), a steroidogenic marker *Hsd3b1*, and 5 key transcription factors required for Sertoli cell differentiation (*Sox9*, *Gata4*, *Wt1*, *Dmrt1* and *Sf1/Nr5a1*), over 12 days of differentiation. Fold expression changes relative to day 0 were calculated by ΔΔCt method with standard error. Three or four biological replicates, each of which had three technical replicates, were used for two-sided *t*-test. **P < 0.01, *P < 0.05. **e** Bright-field and CFP-superimposed f images of cells treated with CBF + IG at day 12 and 20. Arrows indicate ridge-like structures. **f** Immunohistochemistry detected an increase of Ki67-positive proliferative cells (red) treated with CBF + IG (bottom row), compared with only CBF treatment (top row) at day 8. **g** A vast majority of CBF + IG-treated cells were SOX9-positive (green). The dotted line demarcates a ridge-like structure. GATA4-positive cells (red) were surrounded by basal membrane denoted by laminin expression (green) at day 8. DAPI (blue) for nuclear staining. Scale bar, 50 μm.

For efficient induction, GDNF and IGF1 were added to CBF (i.e. CBF + IG treatment) because they are known to stimulate the proliferation of Sertoli cells^19–21^. The CBF + IG treatment not only allowed CFP expression to be maintained for as long as day 20, but also facilitated the formation of a ridge-like structure (Fig. 1e). The number of Ki67-positive proliferative cells evidently increased (Fig. 1f). In the ridge, SCLCs maintained the expression of SOX9 and GATA4, and laminin-positive basement membrane underlay the SCLCs (Fig. 1g).

### Facilitation of the formation of tubular-like structures by overexpression of Nr5a1/Sf1 in ESCs

Despite CBF or CBF + IG treatment, *Sf1* expression remained low beyond day 2. It is known that *Sf1* is required for formation of the gonad and multiple steps in the generation of SCLCs and formation of tubular-like structures^4,22^. The evidence prompted the speculation that forced expression of *Sf1* in *ts*ESCs might robustly enhance SCLC differentiation. Of several created stable lines constitutively expressing *Sf1*, one (so called *tc*;*Sf1*ESCs) was found to express *Sf1* at levels ~100-fold greater than in the parental *tc*ESCs, (Fig. 2a). TesLCs derived from *tc*;*Sf1*ESCs, i.e., *tc*;*Sf1*TesLCs, became CFP-positive from day 7 to 8 until at least days 18–20 with CBF treatment. Intriguingly, interconnected tubule-like structures appeared with outlining CFP expression around day 18 (arrowheads in Fig. 2b,). Unlike in the case of *tc*ESCs, the administration of IGF1 and GDNF to *tc*;*Sf1*ESCs had no significant effect on the formation of the tubule-like structure. Hence, they were omitted from subsequent cultures. A subset of the cells constitutively expressing SF1 from the transgene was SOX9-positive (Fig. 2c, top) and almost all SOX9-positive cells were positive for WT1 (Fig. 2c, bottom), confirming that the double-positive cells were SCLCs. The SCLCs were bounded by a laminin-positive basement membrane (Fig. 2d, top). A hollow tubule-like structure developed at later stage (Fig. 2d, bottom, arrows). The expression of the five Sertoli cell transcription factors, as well as markers for cells committed to Sertoli cells, such as *Vnn1*, *Fshr1* and *Amh*, was elevated (Fig. 2e).

**Fig. 2:**
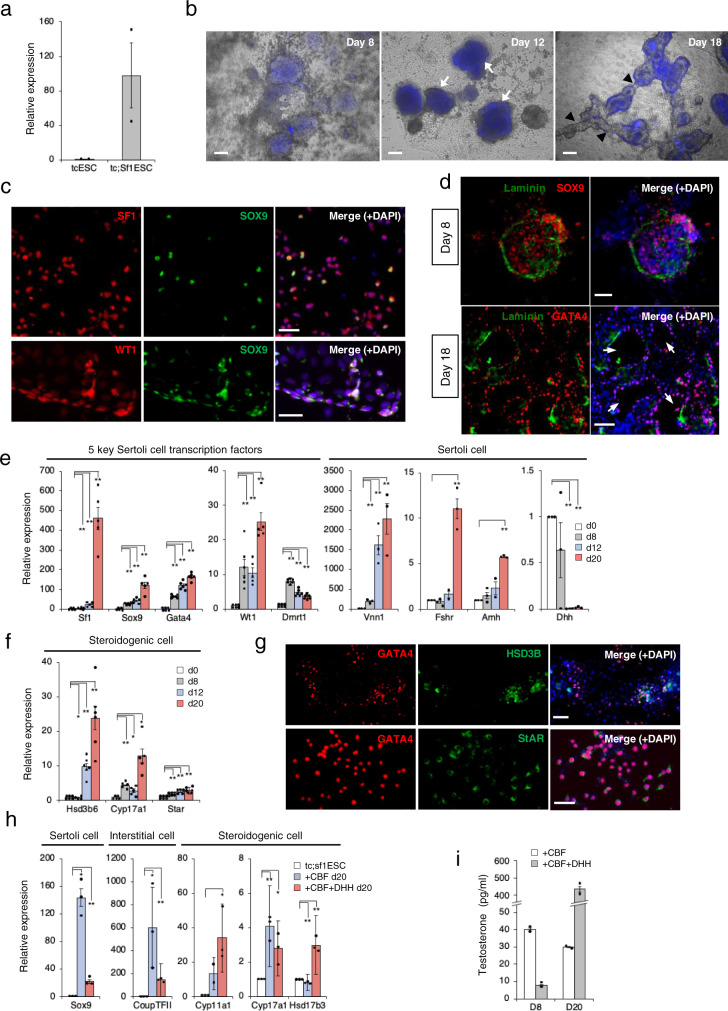
The effect of *Sf1* overexpression on TesLC differentiation. **a** The *tc;Sf1*ESC line expresses *Sf1* from a transgene as 100 times as much as the parental *tc*ESC line. *n* = 2 biological replicates, each of which had three technical replicates. **b** Superimposed CFP-fluoresce on bright-field images of CBF-treated *tc;Sf1*ESCs during TesLC differentiation. Arrows indicate tubule-like structures appeared at day 12 and arrowheads highlight interconnection of the tubules. **c** Co-immunostaining of SF1 (red), WT1 (red) and SOX9 (green) for detection of Sertoli cell differentiation in CBF-treated *tc;Sf1*ESCs at day 8. **d** Detection of basal membrane by immunostaining of laminin (green) and Sertoli cell markers, GATA4 (red) and SOX9 (red) at day 8 and 18. Arrows indicate tubule-like structures. **e**, **f** Relative expression of 5 key Sertoli cell transcription factors and committed Sertoli cell markers (**e**), and steroidogenic markers (**f**) at day 0, 8, 12 and 20 time-points during TesLC differentiation. Fold expression changes relative to day 0 were calculated by ΔΔCt method with standard error. Three to six biological replicates, each of which had three technical replicates, were used for two-sided *t*-test. **P < 0.01, *P < 0.05. **g** Immunohistochemistry for detection of a steroidogenic enzyme HSD3B (green) and StAR (green), co-stained with GATA4 (red) at day 8. **h** Effects of DHH on the expression of a Sertoli cell marker (*Sox9*), an interstitial cell marker (*Coup-TFII*) and steroidogenic cell markers (*Cyp11a1*, *Cyp17a1* and *Hsd17b3*) at day 20 of culture. Fold expression changes relative to *tc;Sf1*ESCs cultured in 2iLIF medium were calculated by ΔΔCt method with standard error. Three biological replicates, each of which had three technical replicates, were used for two-sided *t*-test. **P < 0.01, *P < 0.05. **i** Measurement of secreted testosterone in culture media by ELISA in the presence or absence of DHH. *n* = 3 technical replicates. DAPI (blue) for nuclear staining. Scale bar, 50 μm.

In *tc*;*Sf1*TesLCs culture, several genes encoding steroidogenic enzymes including *Star*, *Cyp17a1* and *Hsd3b6*, were also progressively activated up to day 20 even without cAMP treatment (Fig. 2f). Intriguingly, a number of the cells were double-positive for GATA4 and HSD3B or StAR (Fig. 2g), which may represent characteristics of multipotent gonadal precursor cells from which Sertoli cells and Leydig cells originate^23^. During gonadogenesis, Sertoli cells and Leydig cells in their immature or foetal form are replaced with those in mature or adult form, respectively. Of particular interest is HSD17B3, the crucial enzyme that converts androstenedione to testosterone in the canonical androgenic pathway, which is expressed in immature Setoli cells, instead of foetal Leydig cells^24^. Later, it is expressed in adult Leydig cells, but no longer in mature Sertoli cells. In contrast to 2-fold activation of *Hsd17b3* expression in the 3-step induction (Supplementary Fig. 1f), little if any *Hsd17b3* activation was observed in the 2-step induction. The results suggested inefficient differentiation of immature Sertoli cells or adult Leydig cells. Especially, the former coincided with a low expression level of desert hedgehog (Dhh) that is secreted from immature Sertoli cells (Fig. 2e). The fact that DHH is required for the specification of Leydig cells within the gonadal interstitial cell population in vivo^25^, prompted us to test whether the administration of DHH to CBF (i.e. CBF + D) could facilitate Leydig cell differentiation. Indeed, significant activation of steroidogenic markers was observed, along with a dramatic reduction of the expression of a Sertoli cell marker, *Sox9*, and an undifferentiated interstitial cell marker, *Coup-tfII*, (Fig. 2h). Enzyme-linked immunosorbent assay (ELISA) assays for secreted testosterone levels in media revealed that *tc*;*Sf1*TesLCs produced ~400 pg/ml of testosterone when treated with CBF + D treatment for day 20 (Fig. 2i).

Taking advantage of CFP-fluorescence in SCLCs, we performed flow cytometry to measure the induction efficiency of SCLCs. The analysis revealed that viable SCLCs were generated with a frequency of <0.5% from *tc*ESCs and 3.7% from *tc*;*Sf1*ESCs (Supplementary Fig. 3a). However, because the resistance of TesLCs to enzymatic reaction under non-harmful condition lowered the dissociation efficiency, the overall induction efficiency may increase when dissociating condition is further optimised. The expression of key Sertoli cell transcription factors was enriched in the CFP-positive population although significant levels of *WT1* expression were also detected in the CFP-negative population (Supplementary Fig. 3b, c).

Collectively these results suggest that sequential treatments with CHIR99021 and TTNPB, followed by CHIR99021, BMP7 and FGF9, induce the differentiation of ESCs into TesLCs that consist of mixed cell-types including SCLCs, steroidogenic cells and interstitial cell-like cells. In addition, *Sf1*-overexpression enhances not only the induction of mature SCLCs within the TesLC population, but the differentiation of testosterone-producing cells in the presence of DHH.

### Generation of testicular organoids in aggregation co-culture of testicular somatic-like cells and epiblast-like cells

We suppose that physical interaction between PGCLCs and SCLCs is essential to proceed with in vitro spermatogenesis as it takes place in vivo. Indeed, it was shown that PGCLCs acquired a competence to develop into spermatogonial stem cells by aggregating with somatic cells isolated from E12.5 mouse testes in co-culture^2^. We therefore performed co-culture of PGCLCs and TesLCs (Supplementary Fig. 4a). In accordance with the standard protocol described by Hayashi et al.^1^, PGCLCs were generated from *Prdm1-gfp* ESCs via EpiLC differentiation denoted by FGF5 expression (Supplementary Fig. 4b). Then PGCLCs from day 6 of culture (d6PGCLCs) and *tc*;*Sf1*TesLCs from day 12 (d12*tc;sf1*TesLCs) were dissociated. In all, 1500 cells from each dissociation were aggregated in RAG medium containing CHIR99021 (RAG + C) supplemented with SSC factors such as GDNF, bFGF, EGF and LIF. Although clusters of GFP-positive PGCLCs and CFP-positive SCLCs appeared adjacent to each other, seminiferous tubule-like arrangement did not occur (Supplementary Fig. 4c) by day 6 of co-culture. Almost all GFP-positive cells expressed mouse *vasa* homologue (*Mvh*), also known as *Ddx4*, suggesting that efficient induction of PGCLCs had been achieved (Supplementary Fig. 4d). The expression of *Sox9* and *Sf1*, as well as an early PGC marker *cKit* and a late PGC/gonocyte marker *Dazl*, was upregulated (Supplementary Fig. 4e, f), indicating that PGCLCs and SCLCs were maintained in the aggregates. However, genes characteristic to SSCs, *Plzf*, *Id4* and *Gfra1*, were not activated (Supplementary Fig. 4f). To investigate whether meiosis could be induced, aggregates were treated with a combination of RA and testosterone (TS)^26^. In addition to consistent *Mvh* expression, early meiotic markers such as *Stra8* and *Sycp3*, and a haploid marker *Haprin* were highly upregulated in the presence of RA, but not TS. No synergistic action was observed (Supplementary Fig. 4g).

Several lines of evidence suggest that Sertoli cells or conditioned media of testicular somatic cells facilitate the differentiation of human ESCs into PGCLCs^27–29^, despite the fact that the interaction between ESCs and Sertoli cells do not occur in vivo. To examine whether TesLCs have a similar activity, we co-cultured EpiLCs and TesLCs in the RAG + C medium with no other supplement (Fig. 3a). In contrast that co-culture of EpiLCs with HEK293T cells failed to produce either distinct aggregates or GFP expression (Fig. 3b), EpiLCs and d8*tc*TesLCs formed a three-dimensional structure in which GFP-positive PGCLCs and CFP-positive SCLCs appeared by day 6 (henceforth referred to as testicular organoid) (Fig. 3c). The results indicate that the PGCLC differentiation requires physical contact with specific testicular cells. SOX9-positive cells and MVH-positive cells localised at marginal region of the organoid, although no overt structure analogous to the seminiferous tubules was observed (Fig. 3c). Intriguingly, we found that co-culture of EpiLCs and d8*tc;Sf1*TesLCs self-organised into testicular organoids with evident seminiferous tubule-like structures from day 6 of culture, and especially GFP-positive PGCLCs were encapsulated by CFP-positive SCLCs (Fig. 3d). The testicular organoid-derived PGCLCs, or tod-PGCLCs, were MVH-positive and resided on the edges of the seminiferous tubule-like structure where SOX9-positive SCLCs were bounded by a layer of laminin (Fig. 3d). Flow cytometry analysis revealed that 2% of the organoid cells were GFP/CD49f-double positive PGCLCs (Supplementary Fig. 3d). In the organoids, the expression of *Sox9* and *Sf1* was robustly activated by day 6 (Fig. 3e). A high level of *Dazl* expression and moderate levels of SSC markers, *Gfra1* and *Id4*, but not *Plzf*, were detected albeit *Stra8* activation remained as low as in the co-culture of PGCLCs and SCLCs (Fig. 3f).

**Fig. 3:**
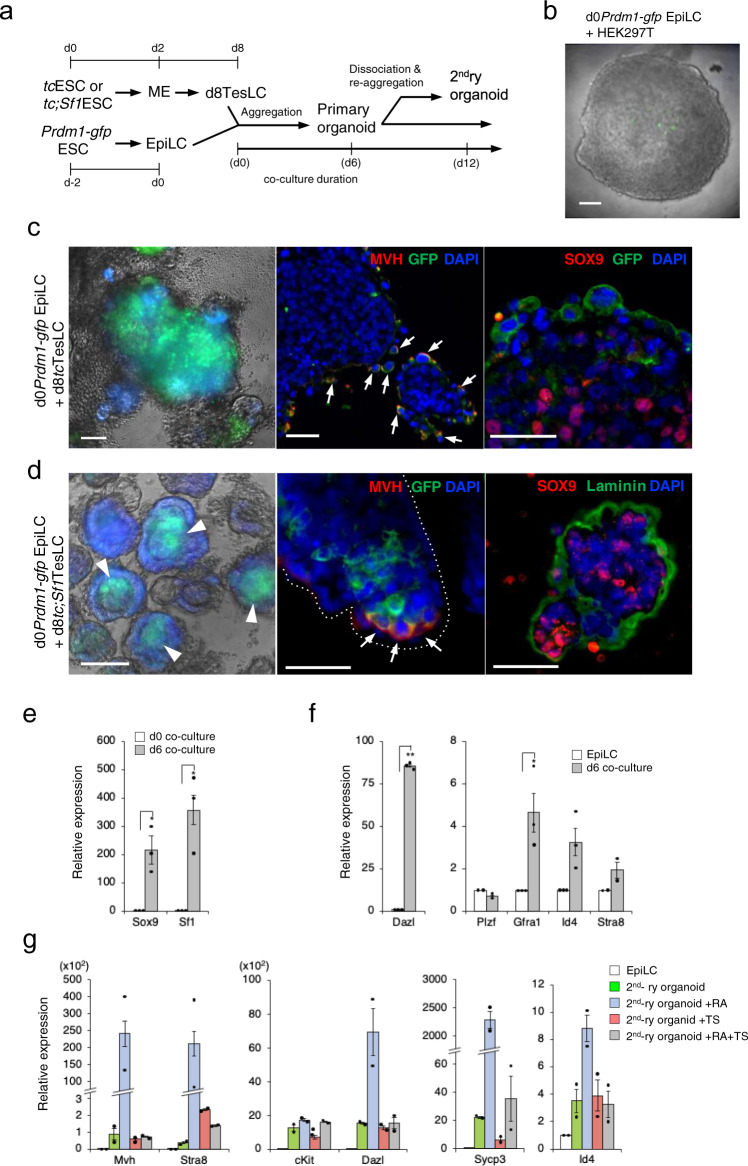
Formation of a testicular organoid. **a** Schematic outline of testicular organoid formation by means of aggregation co-culture of d8TesLCs and EpiLCs. **b** Superimposed images of the aggregation of *Prdm1*-*gfp* EpiLCs with HEK293T cells. **c**, **d** Superimposed images of the aggregation of *Prdm1*-*gfp* EpiLCs with d8*tc*TesLCs (**c**) or d8 *tc;Sf1*TesLCs (**d**) at day 6 of culture and immunohistochemistry for SOX9 (red), MVH (red) laminin (green) and GFP (green). Arrowheads indicate PGCLCs embedded in a seminiferous tubule-like structure composed of SCLCs (**d**). Arrows indicate cells expressing both MVH and GFP. **e**, **f** Quantitative RT-PCR analysis for the expression of a Sertoli cell marker *Sox9*, a late PGC/gonocyte marker *Dazl*, SSC markers *Gfra1*, *Plzf* and *Id4*, and an early meiotic marker *Stra8* in day 6 of aggregate. Fold expression changes relative to day 0 (**e**) or parental EpiLCs (**f**) were calculated by ΔΔCt method with standard error. Two to three biological replicates, each of which had three technical replicates, were used for two-sided *t*-test. **P < 0.01, *P < 0.05. **g**, The effect of retinoic acid (RA) and testosterone (TS) on the expression of early PGC (*cKit*), late PGC (*Dazl* and *Mvh*), SSC (*Id4*) and early meiotic (*Stra8* and Sycp3) markers in the formation of the secondary aggregate. *n* = 2 biological replicates, each of which had three technical replicates. DAPI (blue) for nuclear staining. Scale bar, 50 μm.

In light of these results, we investigated whether the differentiation of SSC-like cells and subsequent meiosis took place within the organoids. Considering the possibility that predominant formation of an SSC niche environment for self-renewal inhibited proceeding with in vitro spermatogenesis^30–32^, we expected that dissociation and re-aggregation of the organoids could allow PGCLCs to be released from the niche and to enter meiosis spontaneously (Fig. 3a). In the reaggregated, or secondary, testicular organoids high expression levels of *Mvh, cKit* and *Dazl* were maintained and *Id4* expression was also discerned, whereas expression of *Stra8* and *Sycp3* remained low or negligible (Fig. 3g). The administration of RA, TS or together, to the secondary organoids showed that only RA was able to activate *Mvh*, *Dazl*, *Stra8* and *Sycp3* (Fig. 3g and Supplementary Fig. 5).

Taken together, co-culture of EpiLCs and *tc;Sf1*TesLC developed a testicular organoid with the appearance of a seminiferous tubule-like structure composed of SCLCs and PGCLCs. A subpopulation of PGCLCs could have differentiated into gonocyte/SSC-like cells. RA administration to the testicular organoid upregulated the expression of SSC markers and even early meiotic markers.

### Primordial germ cell induction by conditioned media derived from testicular somatic cell-like cells

The results prompted us to test the effect of TesLC-conditioned media (CM) on PGCLC induction. The CM was prepared from RAG + CBF medium used to culture *tc*TesLCs or *tc*;*Sf1*TesLCs for different durations, i.e. 8, 10, 12, 16 and 20 days. Each CM was administered to aggregated EpiLC cultures. After 6 days, PGCLC induction was observed in all of cultures containing CM derived from *tc*;*Sf1*TesLCs, whereas it declined in the cultures containing CM derived from *tc*TesLCs particularly maintained for 10 days or longer (Fig. 4a). The CM of d12*tc*;*Sf1*TesLCs robustly activated the expression of early/late PGC and meiotic markers including *Tcfap2c*, *Nonos3*, *Mvh*, *Stra8* and *Sycp3*, (Fig. 4b), although endogenous *Prdm1* expression peaked earlier than the others (Fig. 4c).

**Fig. 4:**
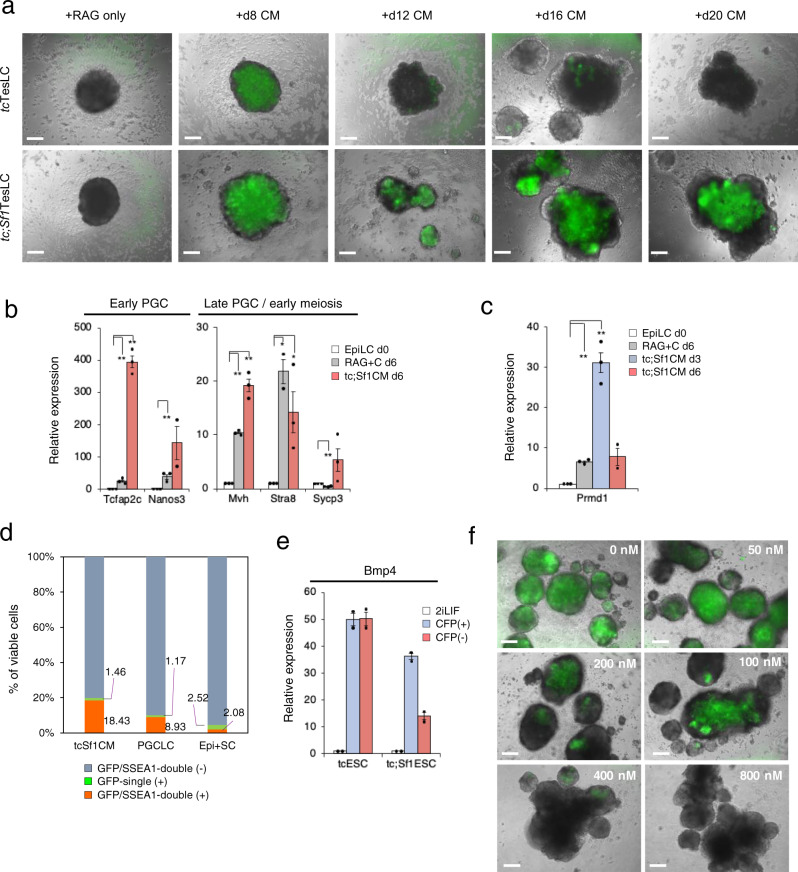
The effect of TesLC-conditioned medium on induction of EpiLCs to PGCLCs. **a** PGCLC appearance after administration of conditioned media (CM) derived from CBF-treated *tc*TesLCs (top panels) and *tc;Sf1*TesLCs (bottom panels) with different durations of CBF-treatment. As a negative control, RAG medium only was used. Scale bar, 200 μm. **b**, **c** Relative expression of germ cell markers as indicated in EpiLCs treated with d8*tc;Sf1*TesLCs (*tc;Sf1*CM) for 6 days, compared to parental EpiLCs at day 0 of culture, was calculated by ΔΔCt method with standard error. Three biological replicates, each of which had three technical replicates, were used for two-sided *t*-test. **P < 0.01, *P < 0.05. **d** Higher efficiency of PGCLC induction by *tc;Sf1*CM, compared with that by the standard protocol (PGCLC) or EpiLC+SCLC co-culture (Epi + SC). Flow cytometry analysis with GFP and SSEA1-PE antibody was performed at day 6 of culture. The percentages of viable GFP/SSEA1 double- positive, GFP-single positive, and both negative cells are displayed. *n* = 4 biological replicates. **e** Relative expression of *Bmp4* in sorted CFP-positive SCLCs and CFP-negative cells, compared to ESC maintained in 2iLIF medium. *n* = 2 technical replicates. **f** Reduction of the number of PGCLCs by administration of LDN-193189 in a dose-dependent manner. Scale bar, 200 μm.

Flow cytometry analysis to determine PGCLC induction efficiency revealed that 18% of CM-treated cells were GFP/SSEA1 double positive PGCLCs, which was higher than those created by the standard protocol^1^ or the testicular organoid method (Fig. 4d). As Murakami et al.^33^ previously demonstrated that BMP4 is a key molecule to induce GFP expression in EpiLCs derived from *Prdm1-gfp* ESCs, we detected the activation of Bmp4 expression in both CFP-positive and negative populations within *tc*TesLCs and *tc;Sf1*TesLCs, although CFP-negative cells showed lower expression in *tc;Sf1*TesLCs (Fig. 4e). This may due to the induction of factors antagonistic to the BMP pathway by *tc*TesLC-CM. The administration of LDN-193189, an inhibitor of the TGFβ/BMP signalling cascade, repressed GFP expression in a dose-dependent manner (Fig. 4f).

### Transcriptome of Sertoli cell-like cells and primordial germ cell-like cells in the testicular organoid

We characterised the molecular basis for the differentiation of SCLCs and PGCLCs by high-throughput RNA-sequencing analyses. CFP-positive cells sorted from d12 *tc*;*Sf1*TesLCs were used as representative SCLCs. Global transcription profiles were compared between SCLCs, *tc*ESCs, *tc*;*Sf1*ESCs, and embryonic day 12.5 Sertoli cells (E12.5SCs) described by McClelland et al.^34^. 

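RNA-sequencing libraries of tcESCs, which carry the tesco-cfp reporter, of tc;Sf1ESCs, a G418-selected stable line of the same ESCs that expresses Sf1 (the gene Nr5a1) constitutively, and of CFP-positive SCLCs sorted at day 12 of tc;Sf1TesLC culture were analysed here, with 2 libraries in each group. The embryonic Sertoli cell libraries were not analysed here. The libraries were strand-specific and made from poly-A RNA, and the authors filtered the reads with Trimgalore and aligned them to GRCm38 with STAR. The authors deposited the number of reads counted on each of 46078 Ensembl gene IDs, without normalization. The 2 tcESC libraries hold 25411033 and 30680191 counts on genes, the 2 tc;Sf1ESC libraries 25926410 and 27675631, and the 2 SCLC libraries 26501628 and 29092453. At these depths a gene with 3 counts has between 0.0978 and 0.118 CPM (counts scaled to the total of each library), which is the smallest level taken as measurable, and this limit covers counting error only. The 10 genes with the most counts took 7.79% and 7.83% of the SCLC counts, against 4.89% to 5.32% in the ESC libraries. The replicates differed by more than sampling noise in each group, with a chi-square per degree of freedom of 3.75 between the tcESC libraries, 1.41 between the tc;Sf1ESC libraries and 27.6 between the SCLC libraries. The SD of the log2 difference between replicates was 0.321 in tcESCs, 0.310 in tc;Sf1ESCs and 0.518 in SCLCs, so that the SCLC pair was the most variable. Counts were normalized by edgeR's TMM method, and the 16481 genes with a mean count above 10 over the 6 libraries were tested in one fit of the 3 groups, which share one estimate of the spread. A gene was called differentially expressed with a fold change greater than 2 and an adjusted p-value under 0.05, the limits given in the Methods. With the gene filter, the model and the libraries in the fit each open to choice, the counts of genes depend on them, and calls of single genes close to the limits do too.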

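Between tc;Sf1ESCs and tcESCs, 1922 of the 16481 genes tested were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 995 higher and 927 lower in tc;Sf1ESCs. A single selected line was compared with its parent, so the p-values measure the spread between libraries of each line. An effect of Sf1 and other differences between the lines cannot be told apart in this comparison. Between SCLCs and tcESCs 7033 genes were called, 4012 higher and 3021 lower in SCLCs, and between SCLCs and tc;Sf1ESCs 6955 genes, 3964 higher and 2991 lower. A test against a 2-fold change itself (edgeR's glmTreat), in place of a test against no change followed by a limit on the estimate, moved the count between the ESC lines most and left 594 genes. It left 5302 genes between SCLCs and tcESCs and 5320 between SCLCs and tc;Sf1ESCs, where 8509 and 8601 were called with every gene of at least 1 count. With the replicate number as a block in the fit, 1918, 7023 and 6958 genes were called in the 3 comparisons, of which 1854, 6974 and 6920 were also called without it. Libraries with the same replicate number did not deviate together from their group means (correlation across genes -0.0170, -0.0259 and -0.000792 in the same order). Among called genes with a mean of at least 1 CPM over the 6 libraries and whose libraries did not overlap between the groups, the 3 largest log2 fold changes upwards in tc;Sf1ESCs were those of Crygd, at least 46.1-fold higher, Gm5622, at least 40.6-fold higher, and Gm5702, at least 17.7-fold higher, since the tcESC libraries had no more than 1 count on each. Gm5702 is annotated as a processed pseudogene, whose reads can be shared with its parent gene, and its level is uncertain. The 3 largest downwards were those of Sema6d, at least 4.11-fold lower, Itih5, at least 3.18-fold lower, and H19. In both directions the ranks use fitted log2 fold changes, which are uncertain over 0 or 1 counts. The lower bounds alone do not show these genes to be the largest. Sema6d and Itih5 had 0 counts in both tc;Sf1ESC libraries, and their bounds lie well below the fold change of H19. H19, on chromosome 7 from 142575529 to 142578143, fell from 27.2 ± 5.75 CPM (SD, n = 2) in tcESCs to 0.429 ± 0.149 CPM in tc;Sf1ESCs (log2 fold change -5.99, standard error 0.412, adjusted p = 0.000164 from the same edgeR test). In SCLCs Igfbp1 was at least 945-fold higher than in tcESCs and Ttr, which is also on a list of primitive and visceral endoderm markers, at least 760-fold higher, and both had 0 counts in all 4 ESC libraries. Accsl was at least 391-fold lower in SCLCs than in tcESCs, and Cyp1a1 at least 799-fold lower than in tc;Sf1ESCs.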

We found 1813 differentially expressed genes (DEGs) between *tc;sf1*ESC and *tc*ESC (Supplementary Data 1a), ~6500 DEGs between SCLCs and *tc*ESCs, and between SCLCs and *tc;sf1*ESC, (Supplementary Data 1b, c), and over 8000 DEGs between E12.5SCs and *tc*ESCs, between E12.5SCs and *tc;Sf1*ESCs, and between E12.5SCs and SCLCs (Supplementary Data 1d–f). 

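Euclidean distances between libraries were computed on the log2 CPM (prior count 2) of the genes tested. The mean distance between a tc;Sf1ESC and a tcESC library was 103.5 ± 0.536 (SD over the 4 pairs of libraries). SCLC libraries lay 246 ± 7.14 from tcESC and 256.5 ± 7.38 from tc;Sf1ESC libraries, both SDs over 4 pairs. Replicates of a group were 39.9 apart in tcESCs, 38.0 in tc;Sf1ESCs and 65.8 in SCLCs, so each distance between groups exceeded the distances within them. The SCLCs were therefore 2.48 times as far from the tc;Sf1ESCs as these were from the tcESCs (SD 0.0671 over the 8 ratios that single libraries give). Over only the 500 most variable genes this ratio was 4.43, the largest change among the alternatives. In a principal component analysis of the same values, PC1 held 85.5% of the variance and placed the SCLC libraries at 156 and 169 and the 4 ESC libraries between -87.5 and -74.4. PC2 held 10.6% and separated the tc;Sf1ESC libraries, at 48.2 in both, from the tcESC libraries at -51.4 and -50.2. The means of 3 groups always lie in a plane, so a pair of components parts them whenever replicates are close. The position of embryonic Sertoli cells was not analysed here.

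**Figure D1:**
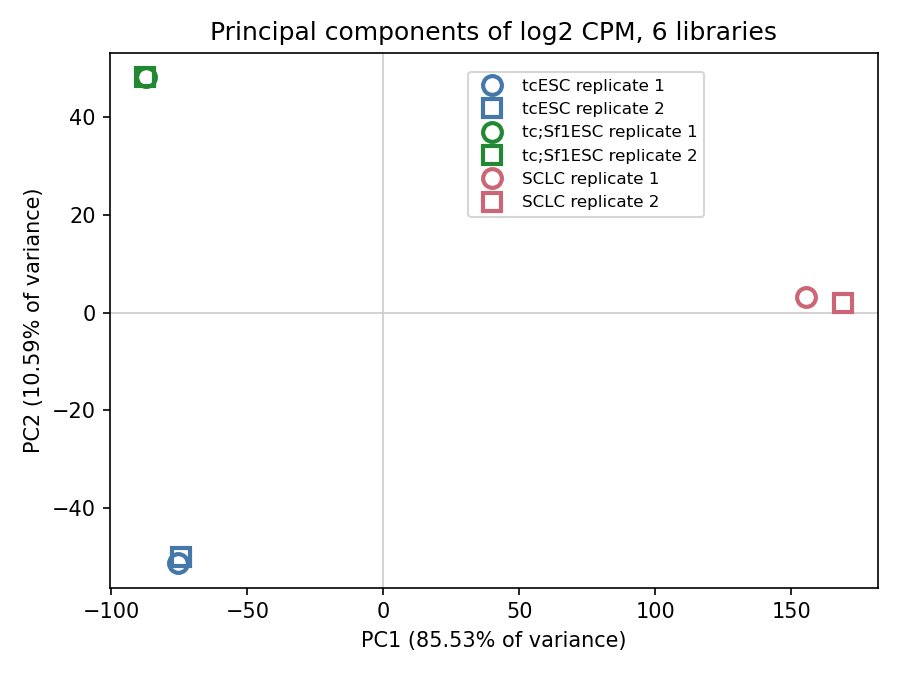
PC1 (horizontal axis) and PC2 (vertical axis) of log2 CPM for the 2 tcESC, 2 tc;Sf1ESC and 2 SCLC libraries, with a circle for replicate 1 and a square for replicate 2. The SCLC libraries lie apart from the ESC libraries along PC1, and the ESC lines lie apart along PC2.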

Clustering analysis and principal component analysis (PCA) revealed that SCLCs were distinct from ESCs and seemed to be still in the process towards fully differentiated Sertoli cells. (Fig. 5a, c). 

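The genes Nr5a1, Dkk1, Gata6, Cdx2, Sall1, Lin28a, Fgf2, Foxp1 and Eomes were compared between tc;Sf1ESCs and tcESCs. Of these 9 genes 8 were called when the adjustment covered all genes and 9 when it covered this list alone, a count that shows no stability because the list is drawn from the paper's own calls on these data. Nr5a1 (chromosome 2 from 38692656 to 38714542), the gene of the transgene, had 1 and 0 counts in the tcESC libraries and 52 and 30 in the tc;Sf1ESC libraries, so that it was at least 14.3-fold higher (adjusted p = 0.00193 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Dkk1 (chromosome 19, 30545863 to 30549665) rose from 0.989 ± 0.138 to 4.69 ± 0.540 CPM (SD, n = 2), with a log2 fold change of 2.23, standard error 0.460 and adjusted p = 0.0103 from the edgeR test. Sall1 (chromosome 8, 89027235 to 89044162) rose by 1.21 on the log2 scale (standard error 0.0587), and the median gene of chromosome 8 was itself shifted by 0.473 in this comparison. Eomes (chromosome 9, 118478212 to 118486132) fell by 1.82 and Lin28a (chromosome 4, 134003330 to 134018841) fell by 1.22 on the log2 scale, with standard errors of 0.171 and 0.141. Foxp1 fell by 1.80 on chromosome 6, where the median gene fell by 0.314, and Fgf2 fell by 1.24 on chromosome 3, where the median gene rose by 0.197. The adjusted p of Fgf2 was 0.0381 in the edgeR test and 0.0508 with the replicate block, within a range of 0.000724 to 0.0508 over 8 alternatives. Gata6, which is also on the list of primitive and visceral endoderm markers, had a log2 fold change of 1.44 and 5 and 25 counts in the 2 tcESC libraries. Its adjusted p was 0.0421 from the edgeR test and 0.0728 from DESeq2, the highest of its 8 alternatives, of which the lowest gave 1.06e-05. Cdx2, which is also on a list of trophectoderm markers, had a log2 fold change of 1.35 with an adjusted p of 0.0616 from the edgeR test, and the 8 alternatives gave 2.28e-07 to 0.137, 3 of them calling it. Leaving out each library in turn moved the log2 fold change of Gata6 between 0.83 and 2.85.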

In total, 9 out of 1813 DEGs fitted in the ‘Transcriptional regulation of pluripotent stem cells’ (R-HSA-452723) term in Reactome Pathway Database (Supplementary Table 1a). 

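Of the genes labelled in Supplementary Fig. 6a, 169 could be read, and 144 of these passed the count filter. Between SCLCs and tcESCs 80 of the 144 genes were called, 49 higher and 31 lower in SCLCs, and between SCLCs and tc;Sf1ESCs 79 genes, 49 higher and 30 lower, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes. With the adjustment over the list alone the counts were the same, 80 and 79, which shows no stability because the figure was itself drawn from the paper's differentially expressed genes. Between tc;Sf1ESCs and tcESCs 24 of the 144 genes were called, 14 higher and 10 lower, and 26 with the adjustment over the list. The median log2 fold change of the list was 0.271 between SCLCs and tcESCs and 0.268 between SCLCs and tc;Sf1ESCs.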

Of over 6500 DEGs, 275 genes were categorised into gene ontology (GO) either ‘Sex determination’ (GO:0007530), ‘Sex differentiation’ (GO:0007548), ‘Sertoli cell development’ (GO:0060009) and ‘Sertoli cell differentiation’ (GO:0060008) (Supplementary Fig. 6a). Genes characteristic of Sertoli cells, notably the five transcription factors, *Ptgds*, *Vnn1*, *Gfra1*, *Gdnf*, *Insr* and *Cited2*, were upregulated in SCLCs, although their expression levels were lower than those in E12.5 Sertoli cells, except for a few genes (Fig. 5d and Supplementary Table 1b). 

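Of the 18 Sertoli cell genes of Supplementary Table 1b, 12 passed the count filter, and 9 of these were called higher in SCLCs than in tcESCs and 10 higher than in tc;Sf1ESCs, whether the adjustment covered all genes or the list alone, and none lower. The list is the paper's selection from these data, so the counts adjusted over it show no stability. Gata4 (chromosome 14, 63198922 to 63271692) had 2.06 ± 0.338 CPM (SD, n = 2) in tcESCs, 6.57 ± 0.0603 in tc;Sf1ESCs and 435 ± 12.4 in SCLCs, log2 fold changes of 7.71 and 6.05 with standard errors of 0.107 and 0.0944 (adjusted p = 4.36e-08 and 5.78e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 21 tested genes of a list of primitive and visceral endoderm markers were also called higher in SCLCs than in each ESC line. The rise of single Sertoli cell genes therefore does not by itself identify the cells. Sox9 (chromosome 11, 112782224 to 112787760) had 206 and 130 counts in the SCLC libraries against 2 and 8 in tcESCs and 7 and 0 in tc;Sf1ESCs. Its log2 fold changes were 5.14 and 5.54. With single libraries left out, the first moved between 4.594 and 6.255 and the second between 4.531 and 10.43. The SCLCs were sorted for CFP driven by a Sox9 enhancer, so a rise of Sox9 was favoured by the sort. Nr5a1 had 341 and 535 counts in SCLCs, which made it at least 145-fold higher than in tcESCs and gave a log2 fold change of 3.39 against tc;Sf1ESCs (standard error 0.337, adjusted p = 8.06e-05 from the edgeR test). The SCLCs were made from tc;Sf1ESCs, and these counts do not tell transcripts of the Sf1 transgene from those of the endogenous gene. Wt1 (chromosome 2, 105126529 to 105173616) had 60 and 23 counts in the SCLC libraries, 15 and 19 in tcESCs and 9 and 13 in tc;Sf1ESCs. Its log2 fold change against tcESCs was 1.38 with an adjusted p of 0.0461 from the edgeR test, which 4 of 8 alternatives did not call (0.00183 to 0.0765), and it moved between 0.447 and 1.93 when single libraries were left out. Vnn1 rose by 4.98 and 6.38 on the log2 scale against tcESCs and tc;Sf1ESCs (standard errors 0.266 and 0.305), and Cited2 by 2.69 and 3.54 (0.0948 and 0.0995). Insr rose by 2.81 and 2.04 (0.0673 and 0.0647), on chromosome 8, whose median gene was shifted by 0.52 against tcESCs and by 0.0151 against tc;Sf1ESCs. Gfra1, with 170 and 97 counts in SCLCs and at most 2 in any ESC library, was at least 45.2-fold higher than in tcESCs and at least 43.5-fold higher than in tc;Sf1ESCs. Ptgds and Gdnf stayed under the count filter. Ptgds had 6 and 31 counts in the SCLC libraries and at most 1 in each ESC library, at least 5.99-fold higher than in tcESCs. This bound uses the mean of the SCLC libraries and rests mostly on replicate 2. Gdnf had 9 and 12 counts in SCLCs and at most 1 in each ESC library, at least 3.48-fold higher than in tcESCs. With every gene of at least 1 count in the fit, edgeR's test called both genes in both comparisons, but its spread then rested on 2310 prior degrees of freedom against 4 with the filter. DESeq2 on the same genes, a setting chosen after the data were seen, gave Ptgds adjusted p-values of 0.00352 against tcESCs and 0.0271 against tc;Sf1ESCs, and Gdnf 0.0801 and 0.0183. Dhh and Hsd17b3, also under the filter, pointed the other way. With every gene of at least 1 count, edgeR's test called Dhh lower against tc;Sf1ESCs (adjusted p = 0.000767) but not against tcESCs (0.416). DESeq2 on the same genes did not call Dhh against tc;Sf1ESCs (0.0561). Hsd17b3 had 0 counts in both SCLC libraries and was not called. Levels in embryonic Sertoli cells were not analysed here.

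**Figure D2:**
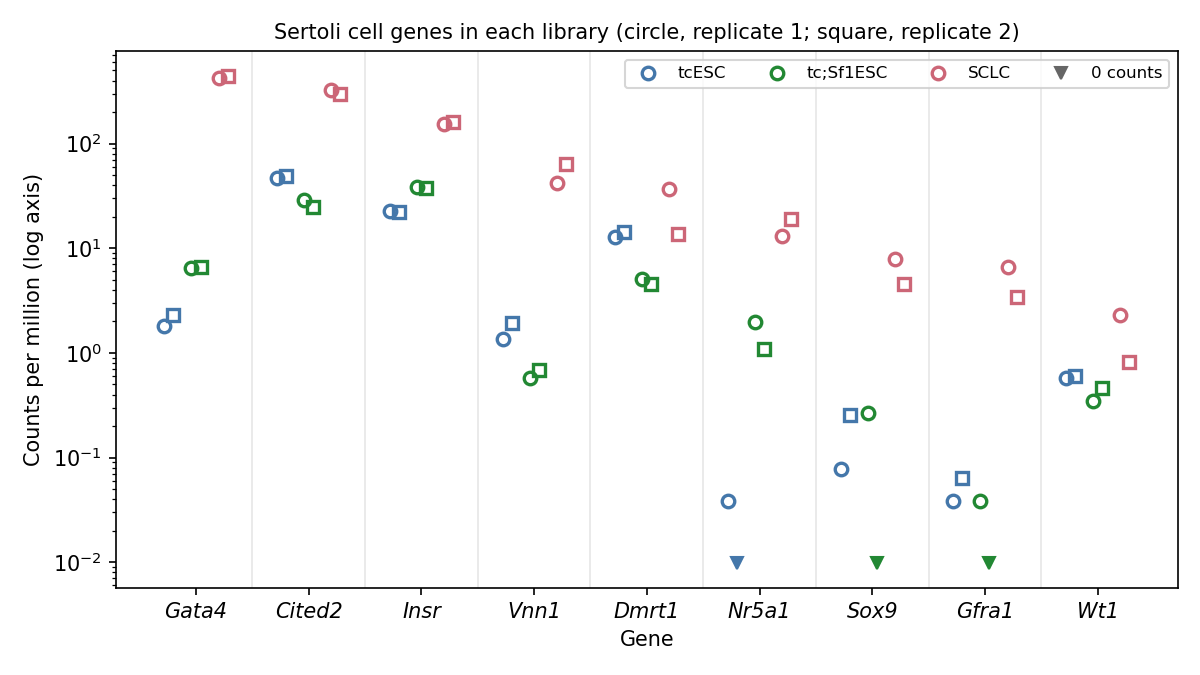
CPM (log axis) of Sertoli cell genes in each tcESC, tc;Sf1ESC and SCLC library, with a circle for replicate 1, a square for replicate 2 and a triangle, drawn at the foot of the axis, for a library with 0 counts. Gata4 and Gfra1 lie higher in both SCLC libraries than in every ESC library, while the 2 SCLC libraries differ in Dmrt1 and Wt1.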

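Dmrt1 (chromosome 19, 25505618 to 25604329) had 945 and 387 counts in the SCLC libraries, 332 and 450 in the tcESC libraries and 133 and 127 in the tc;Sf1ESC libraries. Against tc;Sf1ESCs its log2 fold change was 2.38 (standard error 0.431, adjusted p = 0.00181 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 4.82 ± 0.362 to 25.1 ± 16.2 CPM (SD, n = 2), and between 1.51 and 2.90 when single libraries were left out. Against tcESCs, at 13.6 ± 1.06 CPM, the log2 fold change was 0.88 (standard error 0.396, adjusted p = 0.0813 from the edgeR test), and it was not called by any of 8 alternatives because it stayed under 2-fold in all of them, although their adjusted p ran from 1.58e-07 to 0.124. These comparisons differ by the change between the ESC lines, in which Dmrt1 was lower in tc;Sf1ESCs (log2 fold change -1.50, standard error 0.432, adjusted p = 0.0360 from the edgeR test). The second SCLC library was at the level of tcESCs: with SCLC replicate 1 left out the log2 fold change against tcESCs was 0.00147, and with SCLC replicate 2 left out it was 1.39. Fgf9 had 4 and 5 counts in SCLCs, 0 and 6 in tcESCs and 0 and 0 in tc;Sf1ESCs, which is under the count filter. Against tc;Sf1ESCs it was at least 1.44-fold higher, and against tcESCs a change was not detectable at this depth. With every gene of at least 1 count in the fit, the adjusted p of Fgf9 was 0.0233 against tc;Sf1ESCs and 0.663 against tcESCs from edgeR's test, and 0.159 and 0.827 from DESeq2 on the same genes, a setting chosen after the data were seen. Whether the change of Fgf9 differs between the comparisons was not tested.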

Intriguingly, a significant upregulation of *Dmrt1* and *Fgf9* was observed only when compared between SCLCs and *tc;Sf1*ESCs, suggesting that a high level of *Sf1* expression enhanced SCLC differentiation. Furthermore, to explore sets of genes subjected to the SCLC differentiation, we performed GO enrichment analysis (Supplementary Data 2a–f). 

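For the GO terms of Supplementary Data 2a, the genes that could be read were followed in the counts. These lists are shortened in most terms and hold the paper's own calls on the same libraries in the direction given, so how many of their genes were called here is close to fixed in advance and shows no stability. For genes higher in tc;Sf1ESCs than in tcESCs, the readable genes of tissue development (67 tested) had a median log2 fold change of 1.77, those of regulation of cell differentiation (66 tested) 1.54 and those of cell proliferation (69 tested) 1.66. For genes lower in tc;Sf1ESCs, the readable genes of cell adhesion (68 tested) had a median of -1.48, those of ion transport (62 tested) -1.76 and those of neuron part (66 tested) -1.74. Reproduction was listed in both directions, with medians of 1.64 over 67 genes and -1.75 over 65 genes, as was extracellular region part, with 1.65 over 63 genes and -1.64 over 66 genes. Of the 422 tested genes listed as lower, 374 were called lower by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 37 passed 2-fold without reaching the adjusted p limit, and 11 stayed under 2-fold. Of the 371 tested genes listed as higher, 361 were called higher and 10 passed 2-fold without reaching the adjusted p limit.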

Forced *Sf1* expression in ESCs enriched gene sets associated with ‘tissue development’, ‘cell differentiation’ and ‘cell proliferation’ in an overexpression manner, whereas ‘cell adhesion’, ‘ion transport’ and ‘neuron’ in an underexpression manner. ‘Reproduction’ and ‘extracellular components were enriched as both over- and underexpressed gene sets. 

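The log2 fold changes of SCLCs against tcESCs and of SCLCs against tc;Sf1ESCs shared the SCLC libraries, so their correlation of 0.918 across genes is raised by design, and genes are not independent replicates. In all, 5664 genes were called in both comparisons by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3281 higher in SCLCs in both, 2342 lower in both and 41 in opposite directions. A further 1369 genes were called only against tcESCs and 1291 only against tc;Sf1ESCs, which does not by itself show a difference between the comparisons, since a gene close to a limit falls on either side.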

The enriched gene sets between *tc*ESCs and SCLCs were similar to those between *tc;Sf1*ESCs and SCLCs. Briefly, in addition to ‘neuron’ and ‘neurogenesis’ overrepresentated in both over- and underexpression, ‘cell morphogenesis’ and ‘cell death’ were specifically associated with overexpression in SCLCs, whereas DNA/RNA metabolism and mitochondrion with underexpression. These enriched gene sets were also consistent in the comparisons between *tc*ESCs and E12.5SCs and *tc;Sf1*ESCs and E12.5SCs. 

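The readable genes of the GO terms between SCLCs and each ESC line in Supplementary Data 2 were again the paper's own calls in the direction given. Neurogenesis was listed in both directions, with median log2 fold changes of 3.52 over 67 genes and -2.19 over 68 genes between SCLCs and tcESCs, and of 3.71 over 67 genes and -2.32 over 68 genes between SCLCs and tc;Sf1ESCs. Genes higher in SCLCs than in tcESCs had medians of 3.22 in cell morphogenesis (67 genes) and 3.37 in programmed cell death (66 genes). Between SCLCs and tc;Sf1ESCs, programmed cell death was listed as higher in SCLCs with a median of 3.64 (67 genes), and regulation of cell death (64 genes) and regulation of apoptotic process (64 genes) were listed as lower, with medians of -1.92 and -1.91. Genes lower in SCLCs than in tcESCs had medians of -1.64 in DNA metabolic process (67 genes), -1.38 in RNA processing (68 genes) and -1.75 in mitochondrion (67 genes). For the lower genes, 56 of the 537 tested against tcESCs and 48 of the 507 tested against tc;Sf1ESCs stayed under 2-fold in edgeR's estimates, and none of them was called in the other direction. All 491 and 559 tested genes listed as higher were called higher, which shows no stability since they were chosen from the paper's calls in that direction.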

Finally, the comparison between SCLCs and E12.5SCs revealed that ‘cytoplasmic components’, ‘intracellular transport’, and ‘apoptosis’ were overexpressed in SCLCs, whereas ‘ion channel’, ‘axon’ and ‘dendrite’ as well as ‘neuron’ and ‘neurogenesis’ were underexpressed.

**Fig. 5:**
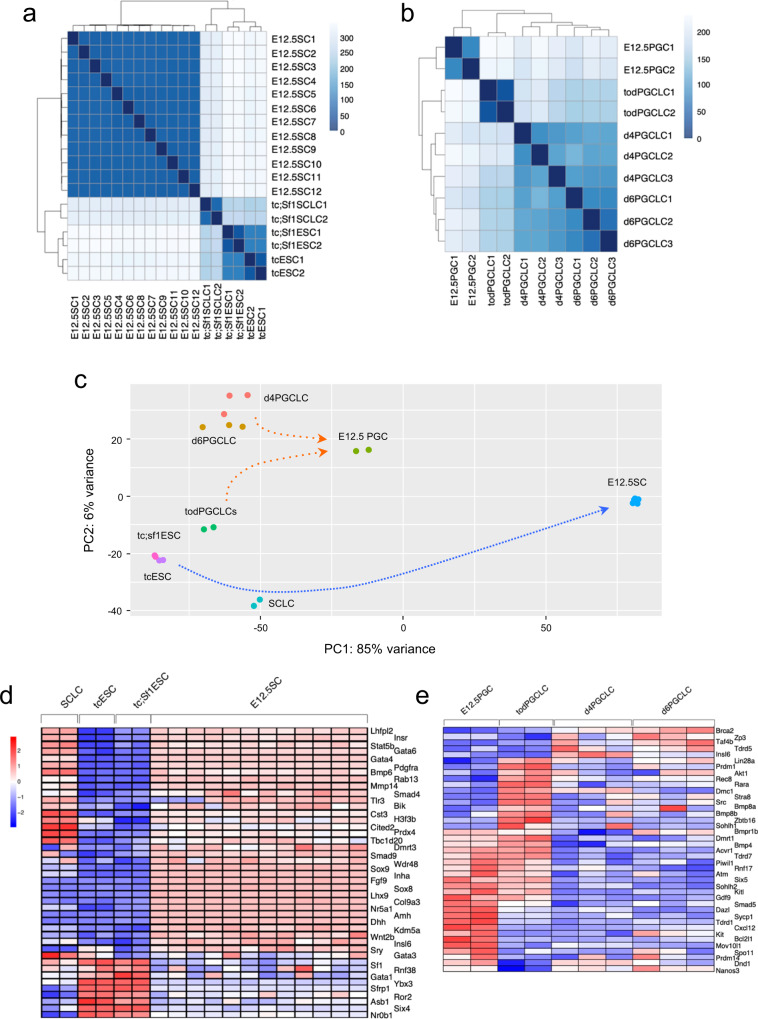
Global expression profiling during differentiation of ESCs into SCLCs and tod-PGCLCs. **a**, **b** Sample distances among *tc*ESCs, *tc;Sf1*ESCs, *tc;Sf1*SCLCs and E12.5 Setroli cells (E12.5SC) (**a**), and among tod-PGCLCs, d4PGCLCs, d6PGCLCs and E12.5 PGCs (**b**). **c** PCA demonstrating changes in global gene expression during SCLC differentiation towards E12.5 Sertoli cells (blue dotted line) and the comparison between tod-PGCLCs, d4/d6PGCLCs and E12.5PGCs (green dotted line). **d**, **e** Heatmaps showing relative expression levels of a subset of GO-selected genes in SCLC differentiation (**d**) and PGCLC differentiation (**e**). The full sets of GO-selected genes are shown in Supplementary Fig. 6a, b.

For PGCLC differentiation, GFP/CD49f double-positive tod-PGCLCs sorted from day 6 testicular organoid cultures were compared with d4PGCLCs and d6PGCLCs previously generated by Hayashi et al.^1^, as well as PGCs isolated from E12.5 mouse testis^35^. 

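For tod-PGCLCs, 2 libraries were sequenced of cells sorted at day 6 of testicular organoid culture, which were GFP/CD49f double positive according to the Results and GFP/SSEA1 double positive according to the Methods. The authors made and counted these libraries as the SCLC libraries, and they hold 27538502 and 26559114 counts on genes, where 3 counts are 0.109 and 0.113 CPM. The 10 genes with the most counts took 5.26% and 5.30% of them. The replicates differed by more than sampling noise (chi-square per degree of freedom 8.94), with an SD of the log2 difference of 0.378. The libraries were fitted together with the 6 libraries of tcESCs, tc;Sf1ESCs and SCLCs over the 16707 genes with a mean count above 10 in all 8, by edgeR with TMM normalization. Within this fit tod-PGCLCs were compared with tcESCs. The tod-PGCLCs were made from ESCs with a Prdm1-gfp reporter and the tcESCs from another transgenic strain, so ESC line and differentiation cannot be told apart in that comparison. Libraries of d4PGCLCs, d6PGCLCs and embryonic PGCs were not analysed here, and neither were the distances and fold changes that rest on them.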

Clustering analysis and PCA showed a similarity of tod-PGCLC to d4/6PGCLCs (Fig. 5b, c). In all, 674 genes were categorised into either GO ‘germ cell development’ (GO:0007281) or ‘male gamete generation’ (GO:0048232) (Fig. 5e and Supplementary Fig. 6b). Selected representative genes during differentiation exhibited more or less similar levels of expression between tod-PGCLCs and d4/d6PGCLCs, except that *Klf4*, *Dmnt3b* and *Stra8* were upregulated more than 2-fold in tod-PGCLCs. The comparison between tod-PGCLCs and E12.5 PGCs revealed that ESC, ICM and epiblast markers remained higher in tod-PGCLCs than in E12.5 PGCs (Supplementary Table 1c).

## Discussion

We have demonstrated the generation of TesLCs from ESCs. TesLCs are heterogeneous cell population that contains SCLCs, steroidogenic cells and renal cells. However, the possibility that unknown cell types remain in the cell population cannot be ruled out. Additional treatment with IGF1 and GDNF facilitated the formation of a ridge-like structure, and a similar or more distinct tubule-like structure appeared when *Sf1* was overexpressed. As it is shown that SF1 and IGF signalling crosstalk during adrenal and testicular development^21,36^, both factors may cooperate in terms of tubule formation. With respect to the derivation of Leydig cells from ESCs, it was demonstrated that overexpression of *Sf1* directs ESCs towards the steroidogenic lineage in the presence of sufficient amount of cAMP^37^. Hence, a high level of testosterone detected in *tc;Sf1*TesLC culture might have been released from if any Leydig cell-like-cells even though no cAMP was administered. Our results suggest that DHH treatment inclines to the differentiation of interstitial cell-like cells into testosterone-producing cells rather than SCLCs. As recent studies in *Hsd17b3* knockout mice have revealed that there is an *Hsd17b3*-independent testosterone-production pathway^38^, testosterone may not be necessarily produced by SCLCs or Leydig cell-like cells, but any other unknown steroidogenic cells, notably multipotent gonadal precursor-like cells recognised as GATA4 and HSD3B/StAR double-positive cells. However, further characterisation is required to verify the existence of Leydig cell-like cells or such unknown steroidogenic cells.

We performed high-throughput transcriptome profiling to describe molecular characteristics of SCLCs and tod-PGCLCs. PCA and clustering analyses reveal similarities and/or divergence between samples. The wide divergence between SCLCs and E12.5SCs may be attributed to heterogeneity of SCLCs even after cell sorting because we used only CFP fluorescence for flow cytometry. Use of double or more markers may allow us to sort purer SCLCs. GO enrichment analysis revealed overrepresented gene sets in both upregulated and downregulated DEGs during SCLC differentiation. Overrepresented GOs in the differentiation of *tc*ESCs into SCLCs or *tc;Sf1*ESCs into SCLCs mostly overlapped those into E12.5SCs, reconfirming that SCLCs and Sertoli cells are in a similar differentiation process. Surprisingly, GOs associated with ‘neuron’ and ‘neurogenesis’ were highly enriched in comparisons even between ESCs and E12.5SCs, and between SCLCs and E12.5SCs. This may reflect similarities in molecular signatures between gonadogenesis and neurogenesis, both of which can be subjected to sex chromosome complement and sex hormones.

The generation of TesLCs allows us to create a testicular organoid. To our surprise, seminiferous tubule-like arrangement was efficiently formed by co-culturing TesLCs and EpiLCs, rather than PGCLCs. In the latter case, a proper proportion of TesLCs and PGCLCs might be required and/or media should be optimised. The tod-PGCLCs did not undergo the completion of meiosis in the current condition. Zhou et al.^26^ claimed that sequential treatment with morphogens and sex hormones in co-culture of PGCLCs and neonatal gonad-derived somatic cells recapitulated hallmarks of meiosis in vitro. However, a similar treatment was not sufficient to proceed with meiosis in our culture system. We also revealed that TesLC-conditioned medium has strong PGCLC-inducing activity when administered to EpiLCs. In contrast to the fact that somatic cells freshly prepared from pre/post-natal mouse gonads are required for most PGCLC cultures^3,25^, the use of TesLCs or the conditioned medium is suitable not only for xeno-free culture, but also to avoid sacrificing foetus/pups to obtain gonadal somatic cells. Therefore, the present studies can be applied to other animal species including humans, especially for development of new assisted reproductive technology and therapeutic approaches to male infertility.

## Methods

### TesLC culture

Mouse ESCs were maintained under feeder-free and serum-free conditions in N2B27 2iLIF medium containing 1000 U/ml of ESGRO mLIF (Millipore) and two inhibitors, i.e., 1 µM PD0325901 (Sigma Aldrich) and 3 µM CHIR99021 (Cayman Chemical), as previously described^39^. TesLC differentiation were performed according to the protocol described by Araoka et al. with modifications. Two media were prepared for the differentiation. The mesoendoderm/intermediate mesoderm (MEIM) medium contains DMEM/F12 + Glutamax (Gibco), 1x B27 supplement minus vitamin A (Gibco) and 1x penicillin-streptomycin (Gibco). The renal/adrenal/gonadal (RAG) medium contains DMEM/F12 + Glutamax, 1x B27 supplement minus vitamin A, 1x penicillin-streptomycin, 1x non-essential amino acids and 0.1 mM β-mercaptoethanol (Sigma Aldrich). For three steps of induction, ESCs were plated onto 25 ng/ml Synthemax-II sc substrate (Corning) and cultured in the MEIM medium supplemented with 10 μM Y27632 (Tocris), 1 µM TTNPB (Sigma Aldrich) and 3 µM CHIR99021 (Sigma Aldrich) for 2 days. The resulting ME-like cells were differentiated into IM-like cells in the MEIM medium supplemented with only 3 µM CHIR99021 for 3 days. The IM-like cells were then differentiated into gonadal cells in RAG medium supplemented with 10 μM Y27632, 3 µM CHIR99021 and 100 ng/ml BMP7 (PeproTech). For two steps of induction, the process of ME induction is the same as the one in the three steps. After 2 days of ME induction, the medium was replaced with RAG medium supplemented with different combinations of 1 µM TTNPB, 3 µM CHIR99021, 100 ng/ml BMP7 and 100 ng/ml FGF9 (PeproTech), and additionally 20 ng/ml GDNF (PeproTech), 100 ng/ml IGF1 (PeproTech) and 100 ng/ml DHH (BioLegend) as indicated. All the media components were described in Supplementary Table 2.

To obtain conditioned media, RAG medium was removed from TesLCs were cultured in RAG medium with CHIR99021, BMP7 and FGF9 for different durations as indicated. The media were collected and centrifuged to remove debris, and stored at −20 °C until use. Prior to using the media, they were diluted 1:2 in unconditioned fresh RAG medium. For BMP inhibition experiments, 50–800 nM of a type 1 BMP receptor inhibitor LDN-1931189 (Cayman Chemical) was added to 1:2 conditioned media preparations.

### Differentiation of EpiLCs and PGCLCs

Differentiation was accomplished following the protocols described by Hayashi et al.^1^. To gauge the success of germ cell differentiation, the *Prdm1*-eGFP reporter line was used^40^. For EpiLC differentiation, *Prdm1*-eGFP ESCs were plated at a density of 2.5 × 10^4^/cm^2^ onto 12-well plates pre-coated with fibronectin (16.7 µg/ml). Differentiation medium consisted of N2B27 medium containing 12 ng/ml bFGF (PeproTech), 20 ng/ml activin A (PeproTech) and 1% KSR (Gibco). Cells were incubated at 37 °C and 5% CO_2_ for 1.5–2 days. For PGCLC induction, 2–4 × 10^4^ EpiLCs were plated onto round-bottom 96-well plates pre-coated with Lipidure (Amsbio) to prevent attachment. PGCLC differentiation medium consisted of GMEM (Gibco) supplemented with 15% KSR, penicillin–streptomycin, 2 mM l-glutamine, 0.1 mM non-essential amino acids, 1 mM sodium pyruvate, 0.1 mM β-mercaptoethanol (Sigma Aldrich), 500 ng/ml BMP4 (PeproTech), 1000 U/ml LIF (Millipore), 100 ng/ml SCF (PeproTech) and 50 ng/ml mouse EGF (PeproTech). Aggregated cells were monitored for fluorescence over the course of 6 days at 37 °C and 5% CO_2_.

### Aggregation culture and organoid formation

1,500 each of d6 PGCLCs and d12 *tc*;*Sf1*TesLCs were plated onto round-bottom 96-well plates with Lipidure-coating and maintained in RAG medium containing 3 µM CHIR99021 (RAG + C) supplemented with 12 ng/ml bFGF (PeproTech), 20 ng/ml GDNF, 50 ng/ml mouse EGF and 1000 U/ml LIF. In all, 1 µM retinoic acid (Sigma Aldrich) and/or 10 µM testosterone (gift from Paul Fowler) were also supplemented when needed. For aggregation of SCLCs and EpiLCs, 1500 each of these cells on round-bottom 96-well plates without Lipidure-coating were cultured in RAG + C medium with no supplement or 1 µM retinoic acid and/or 10 µM testosterone. For the secondary organoid formation, the primary organoids were dissociated with a mixture of Accutase (Stem Cell Technologies), 0.1% collagenase IV (Sigma Aldrich) and 0.1% dispase (Sigma Aldrich), and reaggregated in the same condition. Cultures were monitored for aggregate formation and fluorescence for up to 12 days. Imaging was captured by either Nikon Eclipse TE 2000E or Zeiss Axio Observer Z1 inverted fluorescence microscope and then processed by using ImageJ or Zen software.

### Transfection

For the creation of *tesco-cfp*;*Sf1* ESCs, mouse *tesco-cfp* ESCs were electroporated with 2 µg of pCDNA3-*Sf1*^6^ using mouse ES cell nucleofector solution and programme A-30 installed in Nucleofector II instrument (Lonza). Cells were immediately plated into fresh N2B27 2iLIF medium and left to incubate at 37 °C and 5% CO_2_. After 24 h of recovery, 180 µg/ml of G418 was added to the culture medium. After 5 days of incubation, surviving non-fluorescent single colonies were picked up and expended. To generate ESCs constitutively expressing CFP, wild-type ESCs derived from C57BL6 mouse strain were electroporated with 2 µg of pCAGGS-eCFP under the same condition as *tesco-cfp* ESCs. The resulting CFP fluorescent ESCs were used as a positive control for SCLC sorting by flow cytometry.

### Quantitative RT-PCR

Cells were lysed and RNA extracted using TRIzol reagent (Invitrogen) or RNeasy mini kits (Qiagen) according to manufacturer instructions. For impure samples, an additional round of purification using sodium acetate and ethanol precipitation was performed. According to manufacture’s protocol, random hexamer-primed cDNA libraries were generated from 1 µg of total RNA with SuperScript II reverse transcriptase (Invitrogen). Quantitative RT-PCR reactions were performed using StepOnePlus real-time PCR instrument (Applied Biosystems). A 10 µl reaction was set up for each sample, which consisted of 1 µl of diluted cDNA, 5 µl of 2x SYR Green reaction mix (Applied Biosystems), 0.5 µl of 2 µM forward primer, 0.5 µl of 2 µM reverse primer and 3 µl of nuclease-free water (Ambion). Samples were run in duplicate or triplicate. Housekeeping gene *Gapdh* was used to normalise results. All primers used were described in Supplementary Table 3.

### Immunohistochemistry

In preparation for immunocytochemistry, cells were fixed in 4% PFA for 15 min at room temperature and then permeabilised for 1 hr with 0.1% Triton X-100 in PBS. After blocking with 3% BSA, samples were incubated with primary antibodies for 1 h at room temperature or overnight at 4 °C, followed by reaction with fluorescent secondary antibodies for another hour. Antibodies used were rabbit polyclonal anti-active caspase 3 (1:500, Abcam, ab2302), rabbit anti-FGF5 (1:50, Proteintech, 18171-1-AP), goat polyclonal anti-GATA4 (1:200, SantaCruz, sc-1237), chicken polyclonal anti-GFP (1:500, Abcam, ab13970), rabbit polyclonal anti-HSD3B (1:500, gift from Ian. Mason), rat polyclonal anti-Ki67 (1:500, BioLegend, 652401), rabbit polyclonal anti-laminin (1:1000, gift from Harold Erickson), rabbit polyclonal anti-MVH (1:300, Novus Biologicals, NBP2-24558), rabbit polyclonal anti-OSR1 (1:200, Abcam, ab230627), anti-Pax2 (1:200, Novus Biologicals NPB2-57700), goat polyclonal anti-SOX2 (1:200, Novus Biologicals, AF2018), goat anti-SOX9 (1:200, Novus Biologicals, AF3075), rabbit polyclonal anti-SF1/NR5A1 (1:200, Novus Biologicals NPB1-52823), rabbit polyclonal anti-STAR (1:200, Biorbyt, orb7014), rabbit polyclonal anti-STRA8 (1:200, Abcam, ab49602) and rabbit anti-SYCP3 (1:200, Novus Biologicals, NB300-230).

### Enzyme-linked immunosorbent assay

Testosterone was extracted from culture media using a protocol provided by Testosterone ELISA kit (Enzo Life Sciences). Briefly, 400 μl of culture media were mixed with 400 μl of diethyl ether and left for 5 min to allow layers to separate. The upper ether supernatant was transferred to a fresh tube. The extraction was repeated twice and the ether layers combined. After desiccated, testosterone was stored at −20 °C. The testosterone samples were reconstituted in the Assay Buffer provided and the optical density at 405 nm was measured by PHERAstar FSX microplate reader. All the media samples and control testosterone standards were run in triplicate.

### Flow cytometry

For controls, FITC- and Pacific Blue-coated beads were used to compensate fluorescence between GFP and CFP, respectively. For each experiment, unstained wild-type (WT) cells were differentiated alongside reporter lines. Prior to flow cytometry, cells were washed with PBS and dissociated with a mixture of Accutase (Stem Cell Technologies), 0.1% collagenase IV (Sigma Aldrich) and 0.1% dispase (Sigma Aldrich). Cells were re-suspended in 1x PBS, 2 mM of EDTA and 2% of BSA. After reacting with rat monoclonal CD49f-PE (1:11, Miltenyi Biotech) or human monoclonal SSEA1-PE (1:50, Miltenyi Biotech) antibodies and a viability dye (DAPI or propidium iodide), flow cytometry was performed using BD LSR II flow for sorting, cells were collected in FBS-coated tubes containing 100–500 µl of buffer. RNA was then extracted from each cell fraction using a Qiagen RNA Extraction Micro kit.

### High-throughput RNA sequencing

In all, 12-day-old *tesco-cfp;Sf1* SCLCs and 6-day-old testicular organoids were prepared. RNA was extracted from the sorted CFP-positive SCLCs and GFP/SSEA1 double positive PGCLCs, as well as parental *tesco-cfp* and *tesco-cfp;Sf1* ESCs, by using The ARCTURUS® PicoPure® RNA Isolation Kit. The preparation of cDNA library and high-throughput sequencing were carried out by Eurofins Genomics in Germany. Briefly, RNA containing poly-A was selected and random primed strand-specific cDNA was synthesised. Following adapter ligation and adapter specific PCR amplification, a 50 bp pair-end sequencing on Illumina HiSeq4000 platform was performed. The sequence reads were filtered for low quality bases by using Trimgalore, and then were aligned to the mouse genome (version GRCm38/mm10) using StAR.

### Quantification of differential transcriptome

Transcripts with statistical significant of Padj≤0.05 (adjusted *p*-value according to method adjust for multiple testing)^41^ and the number reads bearing more than 10 were modelled for each sample. TPM values for each of the samples were calculated in order to compare expression levels across samples. Differential expression analysis was performed using DESeq2. Differentially expressed genes were identified as those having a fold change of greater than two and an adjusted *p*-value of <0.05. To compare our transcriptome data with those published in public domain, such as E12.5 embryonic Sertoli cells (SRR1783798 - 1783809), mPGCLCd4 (SRR4241909 - 4241911), mPGCLCd6 1,2,3 (SRR4241912 - 4241914) and E12.5 embryonic PGCs (SRR3105904 and 3105905), we obtained SRA files and processed to FASTQ reads. These reads were processed through the bioinformatics pipeline in a similar manner to our data.

### Gene ontology search and GO enrichment analysis

EMBL-EBI QuickGO (https://www.ebi.ac.uk/QuickGO) and GSEA (https://www.gsea-msigdb.org/gsea) was used for GO search. Six GO terms; ‘sex determination’ (GO: 0007530), ‘sex differentiation’ (GO: 0007548), ‘Sertoli cell development’ (GO: 0060009) and ‘Sertoli cell differentiation’ (GO: 0060008) were selected for SCLC generation. Two GO terms; ‘germ cell development’ (GO:0007281) and ‘male gamete generation’ (GO: 0048232) were selected for tod-PGCLC generation. WEB-based GEne SeT AnaLysis Toolkit (WebGestalt) (http://www.webgestalt.org) was used for GO enrichment analysis. The analysis was performed for upregulated and downregulated genes that were defined by log fold change (LFC) > 1 or < −1 and adjusted *p*-value (Padj) ≤ 0.05.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

RNA-seq data that support the findings of this study have been deposited in the NCBI Gene Expression Omnibus (GEO) with the GEO accession codes “GSE149932”. All other data are available from the corresponding author on reasonable request. Data of graphs in the main figures are provided as Supplementary Data 3. All relevant data are available from the corresponding author on reasonable request.

# Supplementary material for: Testicular somatic cell-like cells derived from embryonic stem cells induce differentiation of epiblasts into germ cells
**Source:** Commun Biol. 2021 Jun 28;4:802. doi: 10.1038/s42003-021-02322-8
**Supplement:** Supplementary file 2 — Supplementary Information

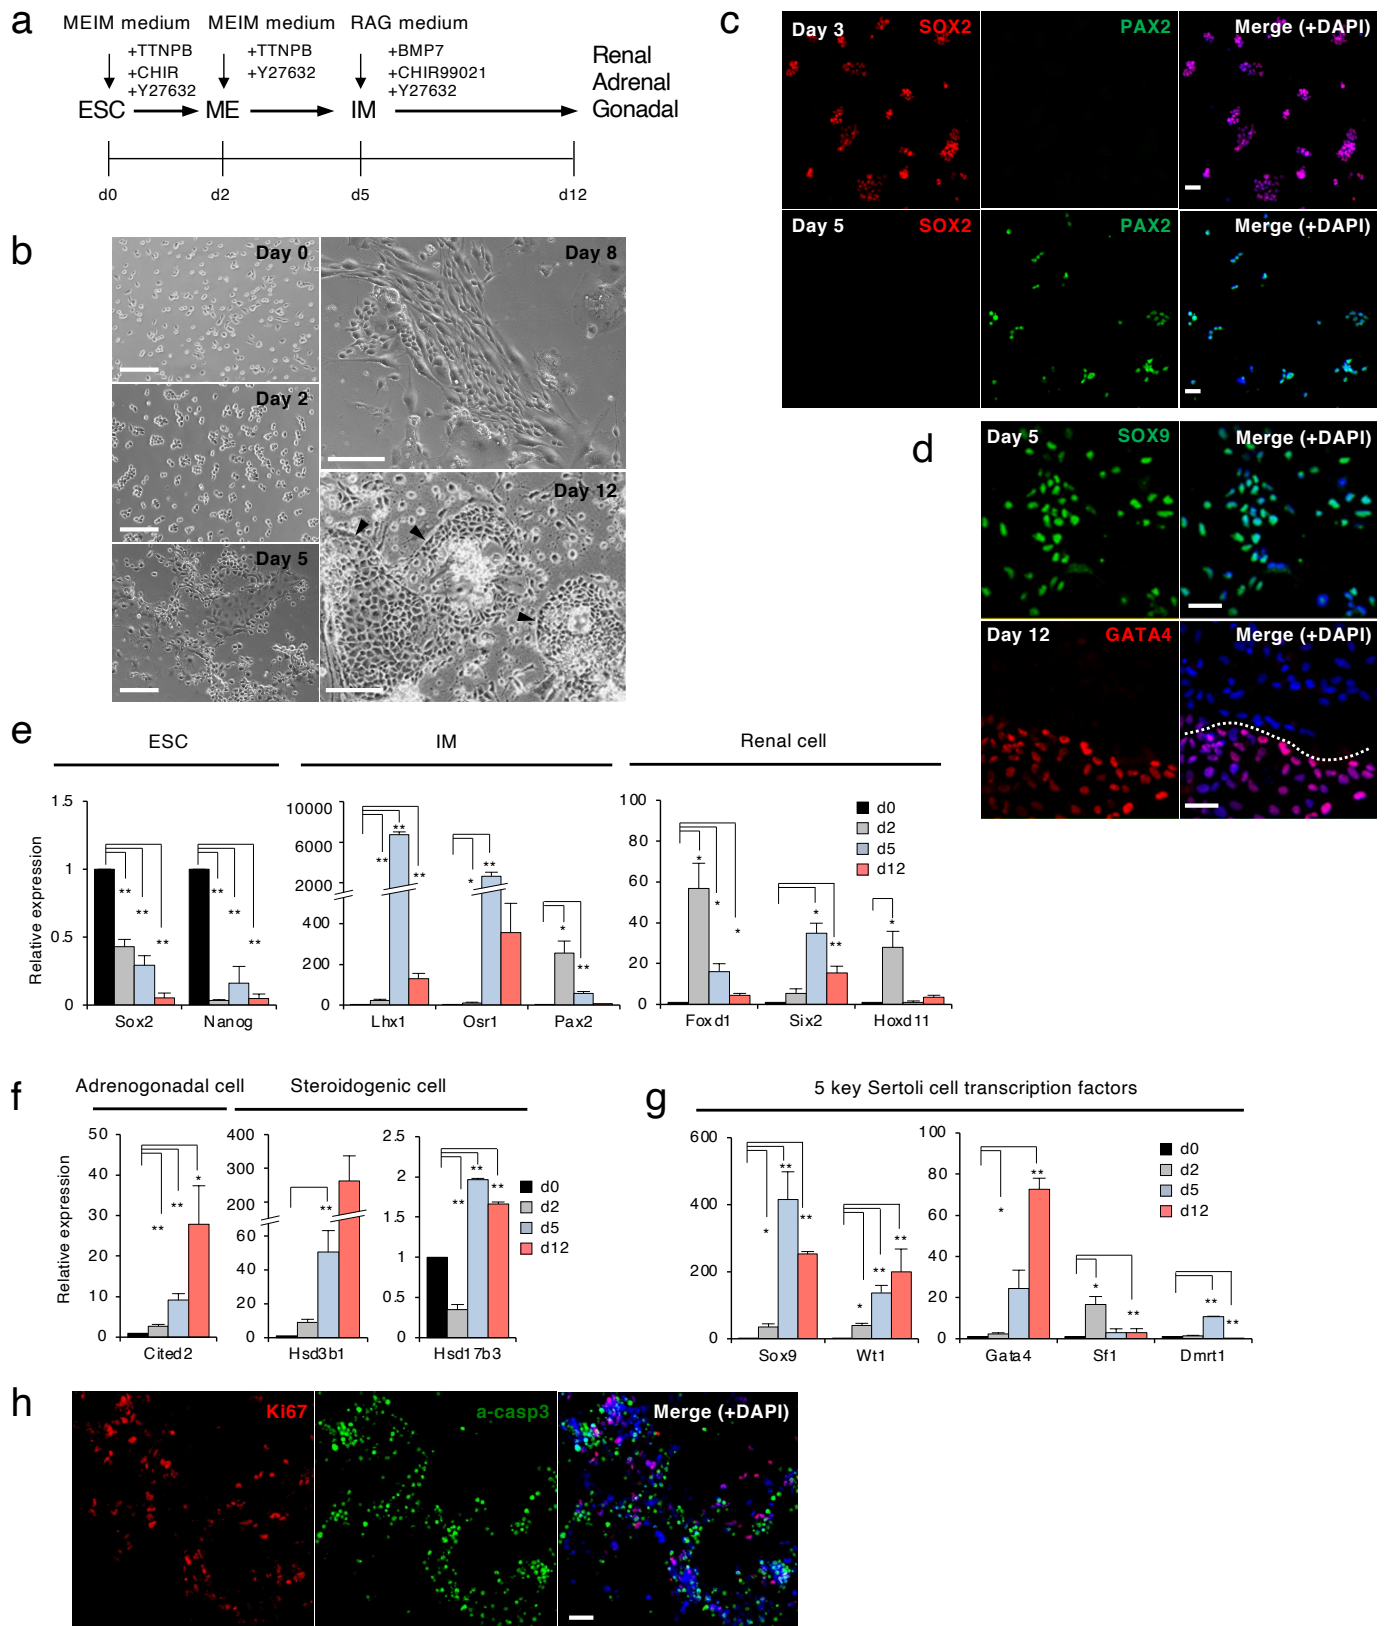

**Supplementary Fig. 1. 3-step induction for differentiation of ESCs into SCLCs.** **a**, Experimental design for sequential differentiation from ESCs to SCLCs via mesoendoderm (ME) and intermediate mesoderm (IM)-like cells. **b**, Morphological changes throughout differentiation process. Mesenchymal-shaped cells predominantly appeared between day 5 and 8, and the majority of them were turned into epithelial-shaped cells by day 12. Arrowheads indicate the basement membrane. **c,d**, Immunocytochemistry for a pluripotent marker, SOX2 (red), intermediate mesoderm marker, PAX2 (green), Sertoli cell markers, SOX9 (red) and GATA4 (red), on cells differentiated at day 0, day 5 and day 12. The dotted line demarcates the basement membrane of SCLCs. **e-g**, Quantitative RT-PCR analyses for the expression of ESC (*Sox2* and *Nanog*), IM (*Osr1*, *Lhx1* and *Pax2*) and renal (*Foxd1*, *Six2* and *Hoxd11*) markers (**e**), adrenogonadal (*Cited2*) and steroidogenic (*Hsd3b1* and *Hsd17b3*) markers (**f**), and 5 key transcription factors required for Sertoli cell differentiation (*Sox9*, *Gata4*, *WT1*, *Sf1* and *Dmrt1*) (**g**). Fold expression changes relative to day 0 were calculated by  $\Delta\Delta C_t$  method with standard error. 4 biological replicates, each of which had 3 technical replicates, were used for two-sided t-test. \*\* $P < 0.01$ , \* $P < 0.05$ . **h**, Immunocytochemistry for a cell proliferation marker, Ki67 (red), and apoptotic marker active-caspase 3 (green), on cells differentiated at day 5. DAPI (blue) for nuclear staining. Scale bar, 50  $\mu m$ .

**a**

| Condition |   | 1st medium base | 1st medium supplements | 2nd medium base | 2nd medium supplements     |
|-----------|---|-----------------|------------------------|-----------------|----------------------------|
| I         | 1 | MEIM            | CHIR + TTNPB           | RAG             |                            |
|           | 2 | MEIM            | CHIR + TTNPB           | RAG             | BMP7                       |
|           | 3 | MEIM            | CHIR + TTNPB           | RAG             | FGF9                       |
|           | 4 | MEIM            | CHIR + TTNPB           | RAG             | BMP7 + FGF9                |
| II        | 1 | MEIM            | CHIR + TTNPB           | RAG             | TTNPB                      |
|           | 2 | MEIM            | CHIR + TTNPB           | RAG             | TTNPB + BMP7               |
|           | 3 | MEIM            | CHIR + TTNPB           | RAG             | TTNPB + FGF9               |
|           | 4 | MEIM            | CHIR + TTNPB           | RAG             | TTNPB + BMP7 + FGF9        |
| III       | 1 | MEIM            | CHIR + TTNPB           | RAG             | CHIR                       |
|           | 2 | MEIM            | CHIR + TTNPB           | RAG             | CHIR + BMP7                |
|           | 3 | MEIM            | CHIR + TTNPB           | RAG             | CHIR + FGF9                |
|           | 4 | MEIM            | CHIR + TTNPB           | RAG             | CHIR + BMP7 + FGF9         |
| IV        | 1 | MEIM            | CHIR + TTNPB           | RAG             | TTNPB + CHIR               |
|           | 2 | MEIM            | CHIR + TTNPB           | RAG             | TTNPB + CHIR + BMP7        |
|           | 3 | MEIM            | CHIR + TTNPB           | RAG             | TTNPB + CHIR + FGF9        |
|           | 4 | MEIM            | CHIR + TTNPB           | RAG             | TTNPB + CHIR + BMP7 + FGF9 |

**b**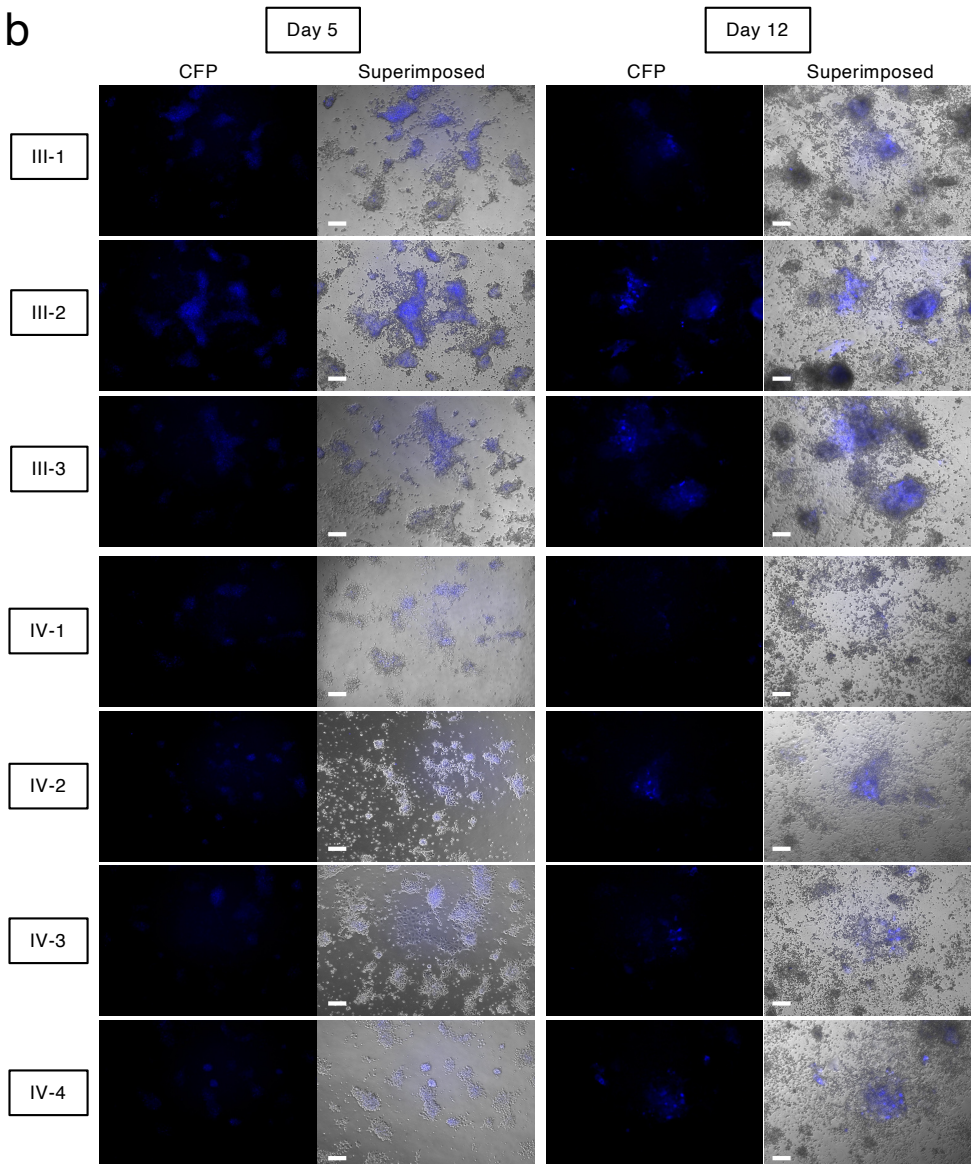

**Supplementary Fig. 2. Optimization of SCLC differentiation.** **a**, Summary table of culture conditions for SCLC differentiation with different combinations of growth factors (BMP7 and FGF9) and small molecules (CHIR99021 and TTNBP). **b**, Bright field images and those superimposed with CFP-fluorescent images are shown. Scale bar, 50  $\mu$ m.

**a**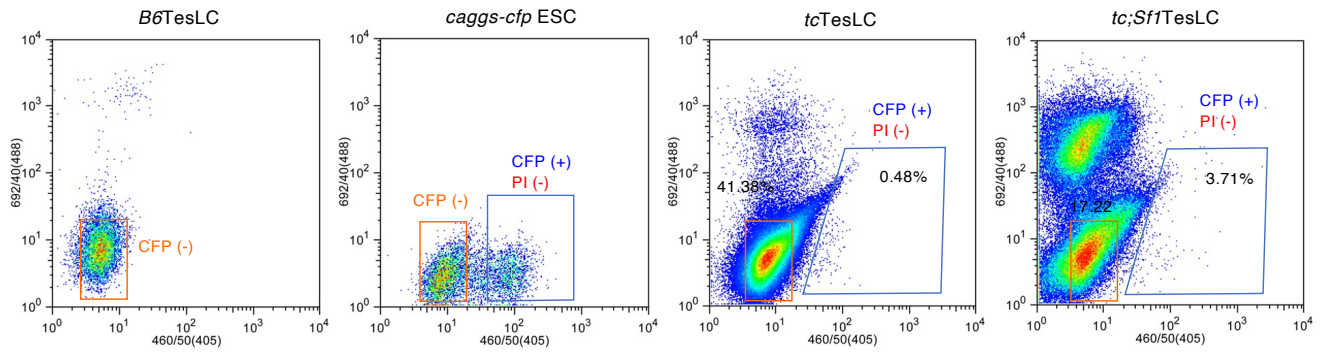**b**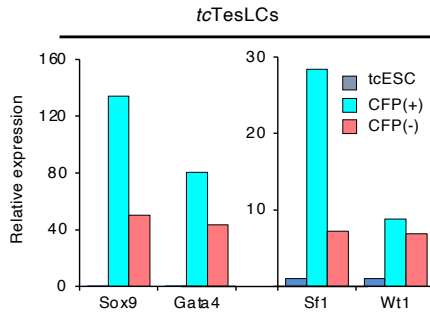**c**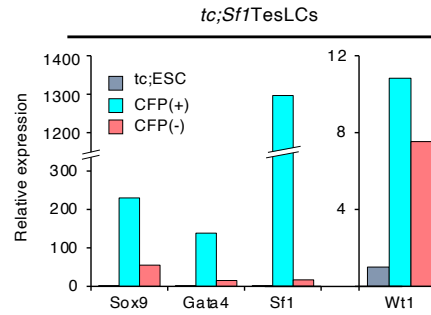**d**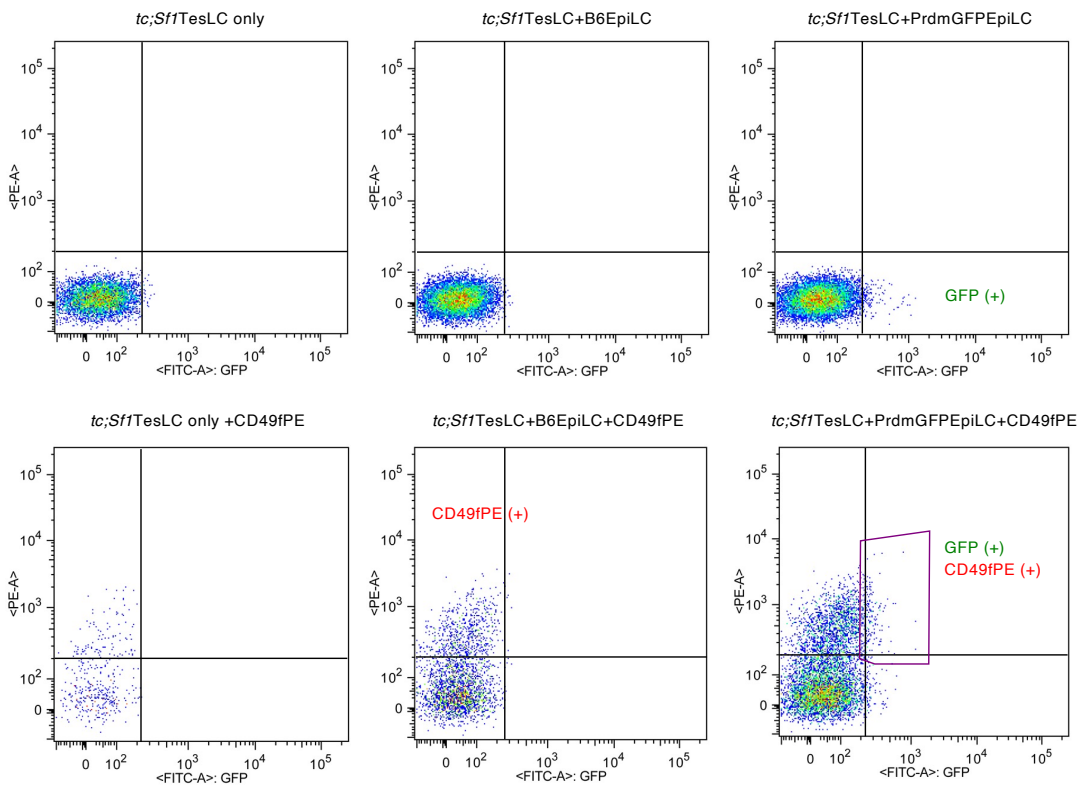

**Supplementary Fig. 3. Flow cytometry analysis for SCLCs and tod-PGCLCs.** **a**, Induction efficiency is indicated by percentages of viable CFP-positive cells in the singlet population from dissociated *tc*TesLCs and *tc;Sf1*TesLCs. Non-fluorescent TesLCs derived from wild-type C57BL6 ESCs (*B6*TesLC) and *caggs-cfp* ESCs constitutively expressing CFP (*caggs-cfp*) were used as negative and positive controls, respectively. Propidium iodide (PI) was used for labeling dead cells. **b,c**, Relative expression of key Sertoli cell transcription factors in CFP-positive SCLCs and CFP-negative cells, compared to parental ESCs. *n* = 3 technical replicates. **d**, Isolation of tod-PGCLCs with GFP and CD49f-PE signals from testicular organoids composed of *tc;Sf1*TesLCs + *Prdm1-gfp*EpiLCs (bottom, right). After compensating signals between CFP derived from *tc;Sf1*TesLCs and GFP derived from *Prdm1-gfp*EpiLCs, gating for GFP-positive PGCLCs was optimized by comparison of *tc;Sf1*TesLCs only (top, left) and *tc;Sf1*TesLCs + B6EpiLCs (top, middle). To optimize gating for CD49f-positive cells, they were also reacted with CD49f-PE antibody or SSEA1-PE antibody as positive (bottom, middle) and negative (bottom, left) controls. DAPI was used to eliminate dead cells.

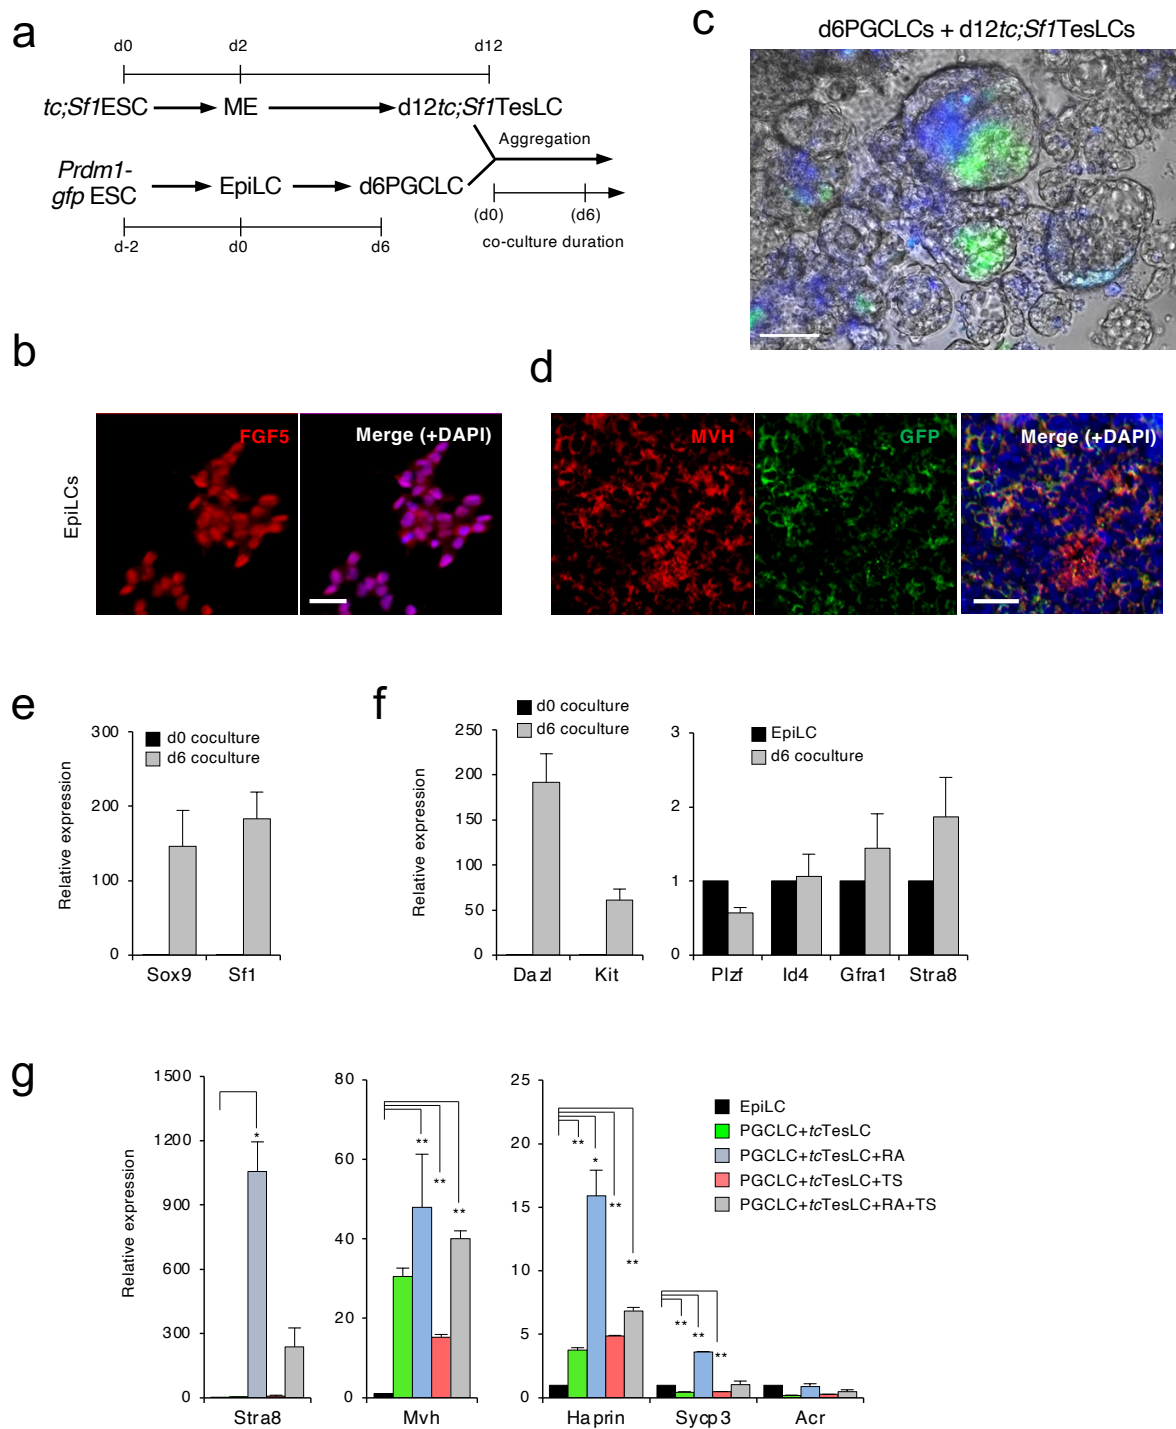

**Supplementary Fig. 4. Aggregation co-culture of TesLCs and PGCLCs.** **a**, Schematic outline of aggregation co-culture of d12TesLCs and d6PGCLCs. **b** Verification of the quality of EpiLCs by FGF5 expression. Almost 100% of cells were FGF5-positive. **c**, Superimposed GFP and CFP-fluoresce on bright-field images of day 6 co-culture derived from the aggregation of CBF-treated d12tc;Sf1ESCs and d6Prdm1-gfpPGCLCs. **d**, Maintenance of PGCLCs in the aggregation confirmed by co-expression of GFP (green) and MVH (red). **e,f**, Relative expression of a Sertoli cell marker *Sox9*, an early PGC marker *cKit*, a late PGC/gonocyte marker *Dazl*, spermatogonial stem cell markers *Gfra1*, *Plzf* and *Id4*, and meiotic marker *Stra8* in the aggregate. The expression levels of these genes in day 6 of aggregates relative to those in day 0 of aggregates or parental EpiLCs were indicated with standard errors.  $n = 2$  biological replicates, each of which had 3 technical replicates. **g**, The effect of retinoic acid (RA) and testosterone (TS) on the expression of a late PGC maker (*Mvh*), early meiotic markers (*Stra8* and *Sycp3*), and post-meiotic markers (*Haprin* and *Acrosin*). 3 biological replicates, each of which had 3 technical replicates, were used for two-sided *t*-test. \*\* $P < 0.01$ , \* $P < 0.05$ . DAPI (blue) for nuclear staining. Scale bar, 50  $\mu\text{m}$ .

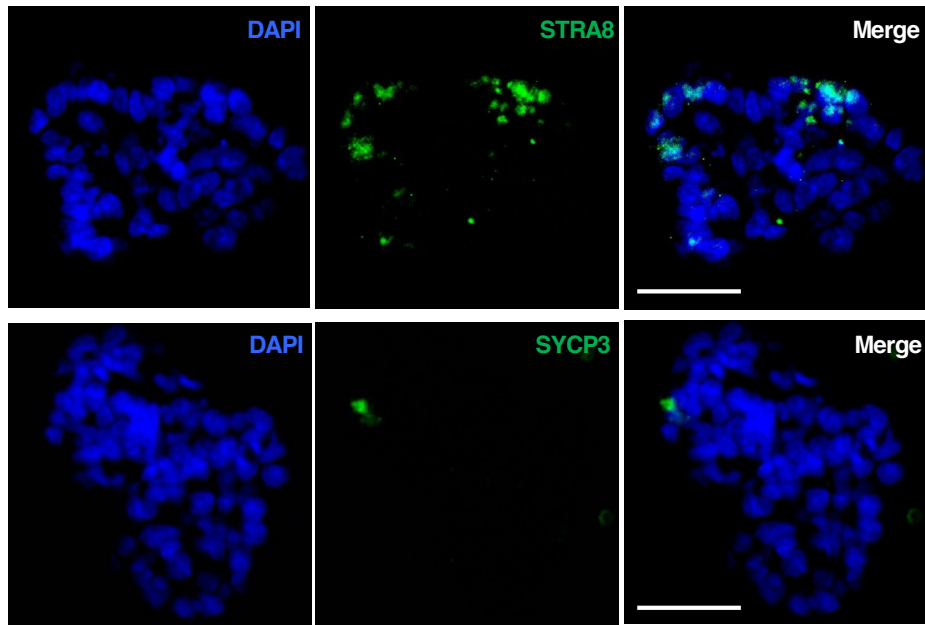

**Supplementary Fig. 5. Detection of early meiotic cells.** Immunocytochemistry for early meiotic markers, STRA8 (top, green) and SYCP3 (bottom, green) in day 12 secondary testicular organoids. DAPI (blue) for nuclear staining. Scale bar, 50  $\mu$ m.

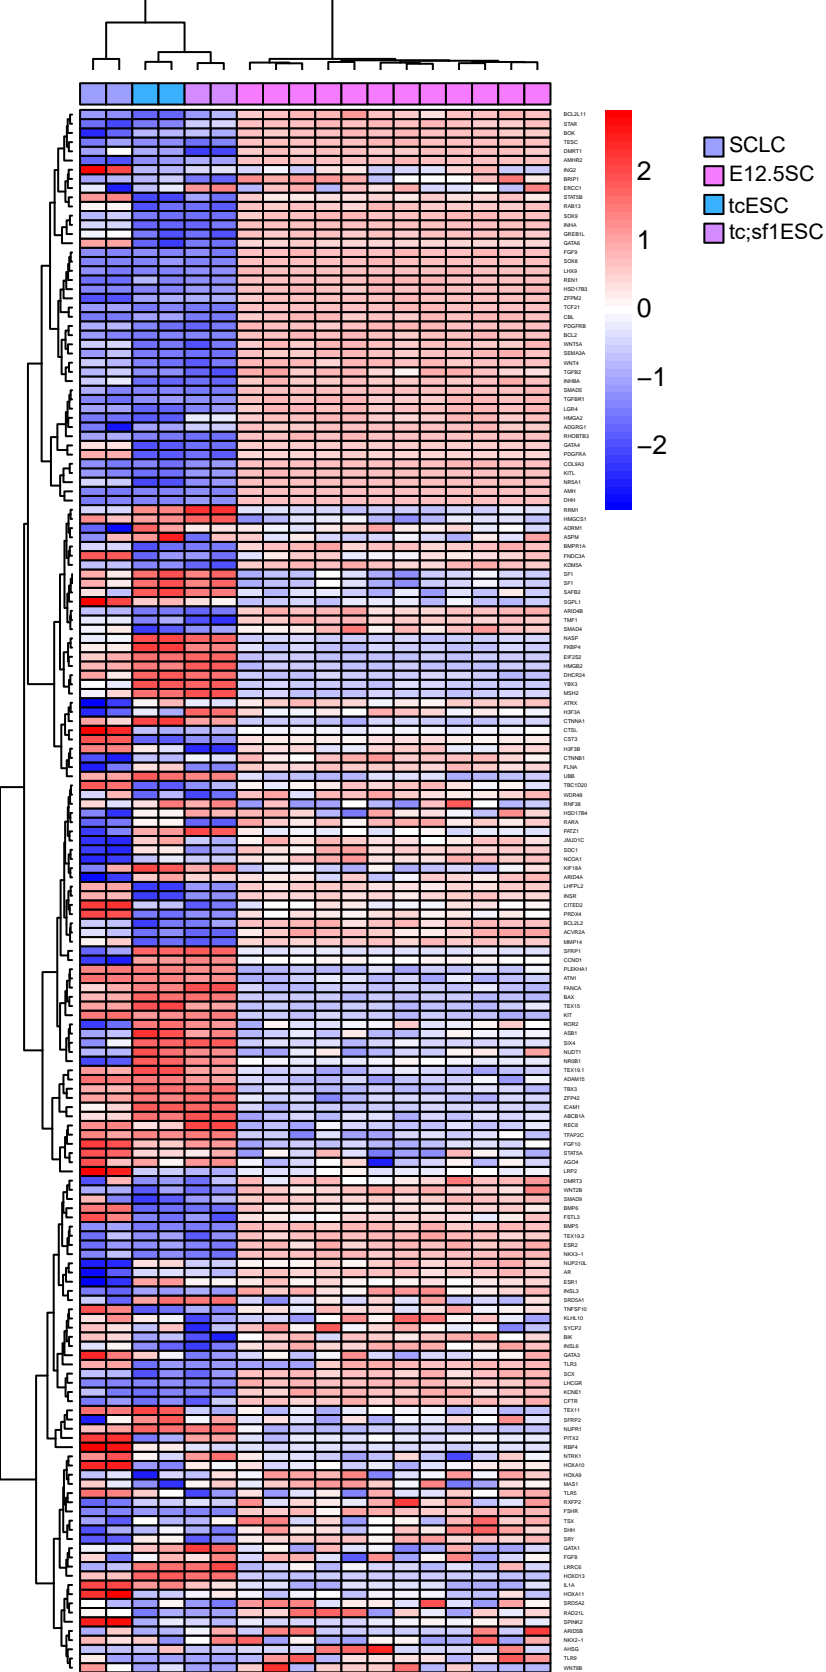

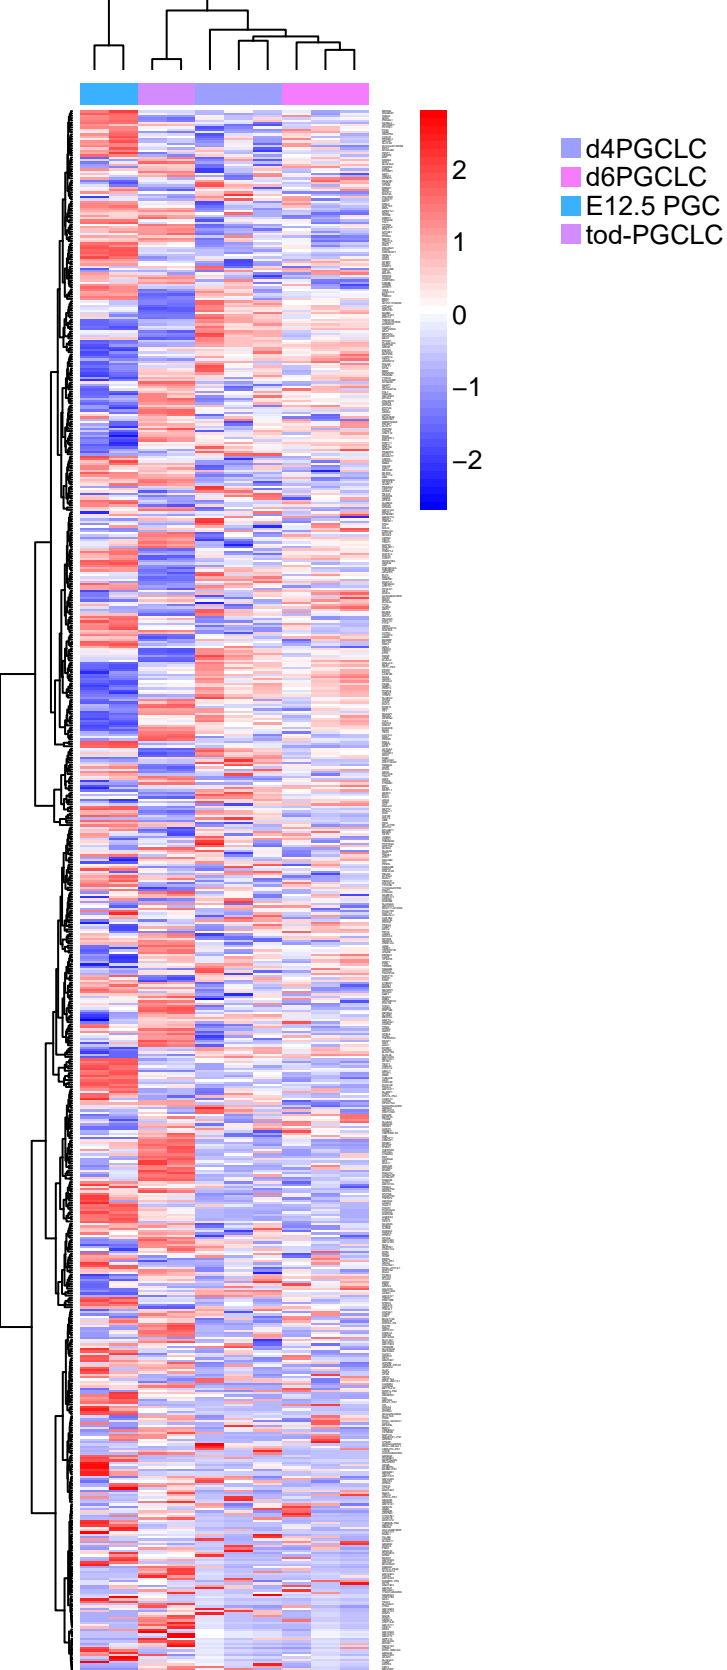

**Supplementary Fig. 6. Comparison of selected transcriptomes of SCLCs and tod-PGCLCs.**  
**a.b,** Heatmap of the expression levels of GO-selected DEGs which were associated with either 'sex determination', 'sex differentiation' 'Sertoli cell development' or 'Sertoli cell differentiation' for tcESCs, tc;SflESCs, SCLCs and E12.5SCs (**a**), and either 'germ cell development' or 'male gamete generation' for d4PGCLCs, d6PGCLCs, tod-PGCLCs and E12.5PGCs (**b**).

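In the heatmaps each row is a gene of the GO terms named and each column a library, coloured by the relative expression of that gene, so colours can be compared along a row but not between rows. The colour of a row therefore does not give the level of its gene. Dhh, one of the genes labelled in Supplementary Fig. 6a, had 5 and 7 counts in the tcESC libraries, 11 and 24 in the tc;Sf1ESC libraries and 5 and 1 in the SCLC libraries, while the E12.5SCs in the same heatmap were not analysed here. Fig. 5d has one row labelled Nr5a1 and another labelled Sf1, and Sf1 is also the symbol of splicing factor 1 (chromosome 19, 6363690 to 6378030), another gene than Nr5a1. Splicing factor 1 had 484 ± 17.9 CPM (SD, n = 2) in tcESCs, 481 ± 6.03 in tc;Sf1ESCs and 401 ± 26.6 in SCLCs, a log2 fold change of -0.01 between the ESC lines (adjusted p = 0.948 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).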

a

|                       | Gene name | Mean base read | tc:sf1ESC vs tcESC |          |
|-----------------------|-----------|----------------|--------------------|----------|
|                       |           |                | log2 FC            | P adjust |
| Pluripotent stem cell | Nr5a1     | 3285.31        | 6.41157            | 4.35E-05 |
|                       | Dkk1      | 146.62         | 2.21555            | 2.35E-10 |
|                       | Gata6     | 782.35         | 1.41802            | 5.56E-05 |
|                       | Cdx2      | 20.09          | 1.32690            | 4.03E-02 |
|                       | Sall1     | 603.6          | 1.18897            | 1.51E-64 |
|                       | Lin28a    | 611.59         | -1.24605           | 1.92E-13 |
|                       | Fgf2      | 87.89          | -1.26573           | 9.84E-05 |
|                       | Foxp1     | 222.81         | -1.82498           | 2.18E-34 |
|                       | Eomes     | 67.59          | -1.84064           | 1.13E-15 |

b

|                | Gene name | Mean base read | SCLC vs tcESC |           | SCLC vs tc:sf1ESC |           | SCLC vs E12.5SC |           |
|----------------|-----------|----------------|---------------|-----------|-------------------|-----------|-----------------|-----------|
|                |           |                | log2 FC       | P adjust  | log2 FC           | P adjust  | log2 FC         | P adjust  |
| Sertoli cell   | Wt1       | 3170.91        | 1.21090       | 1.29E-04  | 1.78282           | 1.06E-06  | -8.00780        | 0.00E+00  |
|                | Sox9      | 1182.05        | 5.01401       | 3.63E-21  | 5.46017           | 4.15E-19  | -4.54544        | 1.09E-116 |
|                | Nr5a1     | 3285.31        | 9.68729       | 2.68E-11  | 3.27572           | 5.24E-71  | -4.65752        | 0.00E+00  |
|                | Gata4     | 4551.89        | 7.55158       | 0.00E+00  | 5.91694           | 0.00E+00  | nd              | -         |
|                | Dmr1      | 600.42         | 0.72403       | 5.92E-03  | 2.24756           | 2.21E-18  | -1.42464        | 1.74E-14  |
|                | Sox8      | 521.75         | -0.27664      | *5.62E-01 | 0.86575           | *8.26E-02 | -6.68845        | 1.46E-152 |
|                | Sox10     | 336.77         | -0.81707      | *3.97E-01 | 0.12893           | *9.72E-01 | -8.56268        | 4.81E-46  |
|                | Amh       | 13375.36       | -0.12330      | *8.40E-01 | -0.49227          | *2.44E-01 | -11.46285       | 0.00E+00  |
|                | Dhh       | 3603.66        | -1.07786      | *2.18E-01 | -2.67801          | 7.77E-05  | -11.98446       | 1.56E-90  |
|                | Fgf9      | 455.07         | 0.50787       | *6.46E-01 | 4.47754           | 7.20E-03  | -8.41415        | 1.77E-66  |
|                | Gdnf      | 663.63         | 4.31055       | 6.38E-03  | 5.69981           | 3.00E-04  | -7.73561        | 1.67E-127 |
|                | Gfra1     | 186.27         | 6.41247       | 4.10E-13  | 7.93979           | 1.37E-07  | -2.16774        | 1.65E-33  |
|                | Vnn1      | 1924.50        | 4.82784       | 3.00E-138 | 6.26365           | 1.86E-112 | -2.12375        | 1.59E-108 |
|                | Ptgsd     | 2584.06        | 6.56556       | 7.30E-06  | 5.07292           | 1.16E-03  | -8.88251        | 6.05E-288 |
|                | Cyp26b1   | 3680.17        | 2.50616       | 1.96E-17  | 3.45084           | 1.76E-18  | -7.01274        | 0.00E+00  |
|                | Hsd17b3   | 893.49         | -2.51950      | *2.43E-01 | -4.38274          | 9.76E-03  | -13.99983       | 1.28E-21  |
|                | Cited2    | 1227.50        | 2.53445       | 7.85E-57  | 3.40166           | 8.21E-99  | 1.82979         | 1.12E-51  |
|                | Insr      | 987.82         | 2.65939       | 2.20E-172 | 1.90630           | 8.77E-96  | nd              | -         |
| Granulosa cell | Wnt4      | 160.18         | 3.81595       | 8.06E-15  | 4.63257           | 4.24E-13  | -2.68719        | 1.53E-53  |
|                | Nr0b1     | 452.12         | -5.44125      | 7.30E-279 | -4.73951          | 6.99E-210 | -2.62664        | 6.27E-78  |
|                | Esr1      | 73.62          | 0.55227       | *4.63E-01 | 0.95484           | *2.08E-01 | -4.85098        | 3.40E-39  |
|                | Esr2      | 30.69          | -1.30455      | *3.06E-01 | -0.13095          | *9.75E-01 | -6.09129        | 3.48E-12  |
|                | Fst       | 282.52         | 1.32522       | 8.23E-03  | 1.74721           | 3.48E-04  | 2.73970         | 1.89E-14  |
|                | Rspo1     | 100.20         | -1.34926      | 1.54E-06  | 0.52374           | *1.96E-01 | -3.48532        | 1.03E-53  |

c

|           | Gene name | Mean base read | todPGCLC vs PGCLCd4 |           | todPGCLC vs PGCLCd6 |           | todPGCLC vs E12.5PGC |           |
|-----------|-----------|----------------|---------------------|-----------|---------------------|-----------|----------------------|-----------|
|           |           |                | log2FC              | P adjust  | log2FC              | P adjust  | log2FC               | P adjust  |
| ES        | Sox2      | 2557.34        | 1.16417             | 1.68E-04  | 1.63447             | 1.29E-07  | 4.40433              | 1.28E-42  |
|           | Nanog     | 2254.22        | 0.84486             | *9.31E-02 | 1.83736             | 1.37E-04  | 2.35253              | 3.21E-06  |
|           | Klf4      | 146.67         | 2.41287             | 3.46E-05  | 2.65994             | 7.07E-06  | 3.40053              | 4.33E-08  |
| ICM       | Prdm14    | 410.66         | -0.11305            | *8.02E-01 | -0.42329            | *3.21E-01 | -0.46483             | *2.80E-01 |
|           | Zfp42     | 2120.42        | -0.68411            | *2.12E-01 | -0.07024            | *9.25E-01 | 0.16933              | *8.02E-01 |
|           | Esrbb     | 1221.30        | 2.23504             | 1.06E-09  | 2.01774             | 8.11E-08  | 3.80502              | 4.35E-22  |
|           | Klf2      | 2205.68        | -1.12725            | 1.69E-02  | -0.66834            | *2.02E-01 | 5.44128              | 1.47E-28  |
| Epiblast  | Wnt3      | 23.90          | -2.72770            | 1.45E-03  | -3.94935            | 2.38E-19  | -5.47874             | 3.88E-34  |
|           | Fgf5      | 45.64          | 2.13557             | 5.14E-04  | 0.41715             | *5.48E-01 | 1.47566              | 1.71E-02  |
|           | Dnmt3b    | 428.82         | 2.20995             | 2.67E-03  | 2.28235             | 2.51E-03  | 4.33178              | 2.16E-08  |
| early PGC | Ulf1      | 3286.32        | -0.68734            | 3.08E-02  | -1.30761            | 2.26E-05  | -0.52870             | *1.37E-01 |
|           | Prdm1     | 823.40         | 1.35299             | 3.46E-04  | 0.45218             | *3.06E-01 | 1.22044              | 3.19E-03  |
|           | Tfp2c     | 2250.70        | -1.04296            | 2.07E-05  | -1.22779            | 7.16E-07  | 2.46705              | 3.86E-21  |
|           | Nanos3    | 195.83         | -3.01579            | 9.05E-08  | -3.67815            | 7.60E-11  | -3.53859             | 5.01E-09  |
|           | Kit       | 3009.05        | 0.01858             | *9.65E-01 | -1.08250            | 8.76E-04  | -1.31386             | 1.16E-04  |
|           | Dnd1      | 894.94         | -1.70844            | 1.92E-07  | -1.02048            | 3.79E-03  | -1.99152             | 2.08E-08  |
| late PGC  | Tdrd5     | 374.70         | -1.66235            | 3.15E-03  | -1.49440            | 1.09E-02  | -0.22448             | *7.61E-01 |
|           | Dnmt1     | 2597.37        | 1.05888             | 2.89E-05  | 0.47397             | *9.33E-02 | -0.73081             | 9.73E-03  |
|           | Dnmt3a    | 653.62         | 2.33581             | 1.18E-14  | 1.43338             | 3.97E-06  | -0.25918             | *4.94E-01 |
|           | Dazl      | 2736.78        | 0.29383             | *5.66E-01 | 1.85248             | 3.51E-05  | -3.35379             | 2.41E-13  |
| Meiosis   | Sycp3     | 123.66         | -1.14776            | 3.51E-02  | 0.49786             | *4.52E-01 | -2.78240             | 2.70E-07  |
|           | Stra8     | 135.22         | 4.10551             | 4.19E-02  | 3.26225             | *1.30E-01 | 7.08861              | 9.15E-04  |
|           | Mnd1      | 612.34         | -2.45586            | 7.76E-24  | -0.78624            | 4.07E-03  | -0.94636             | 7.59E-04  |
|           | Syce1     | 183.84         | -0.89267            | 2.18E-02  | 0.89078             | 4.00E-02  | -2.80553             | 1.14E-13  |
|           | Dmc1      | 97.17          | 0.67122             | *1.40E-01 | 1.32337             | 2.88E-03  | 1.12979              | 1.40E-02  |
|           | Sycp1     | 84.38          | 1.54394             | 3.08E-03  | 1.98277             | 1.67E-04  | -2.79275             | 5.03E-11  |
|           | Rec8      | 222.15         | 1.64687             | 2.07E-05  | 1.40390             | 4.13E-04  | 3.74134              | 2.13E-19  |

**Supplementary Table 1. Selected DEGs that may be essential for SCLC and PGCLC differentiation.** a-c, The fold expression comparison of genes essential for pluripotent stem cells (a), Sertoli cells and ovarian granulosa cells (b), and the process of germ cell development (c), which were selected from Extended Data Figure 6. Asterisks indicate that values are not statistically significant.

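The table gives log2 fold changes between groups. Among the granulosa cell genes of part b, 4 of 6 passed the count filter. Wnt4 had 64 and 100 counts in SCLCs against 4 and 7 in tcESCs (log2 fold change 3.94) and 3 and 3 in tc;Sf1ESCs. Fst rose by 1.48 against tcESCs and by 1.88 against tc;Sf1ESCs (standard errors 0.135 and 0.138). Nr0b1 had log2 fold changes of -5.28 against tcESCs and -4.61 against tc;Sf1ESCs (standard errors 0.118 and 0.117). Rspo1 was lower in SCLCs than in tcESCs (log2 fold change -1.20, adjusted p = 0.0150 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was not called against tc;Sf1ESCs (log2 fold change 0.64, adjusted p = 0.174 from the same edgeR test). With single libraries left out, the log2 fold change of Rspo1 moved between -1.81 and -0.80 against tcESCs. Against tc;Sf1ESCs it moved between 0.04 and 1.04. Without SCLC replicate 1 the fall against tcESCs was under 2-fold. Between the ESC lines themselves Rspo1 was lower in tc;Sf1ESCs (log2 fold change -1.84, standard error 0.361). Among the Sertoli cell genes of part b, Amh had 10 and 22 counts in SCLCs, 15 and 18 in tcESCs and 17 and 24 in tc;Sf1ESCs. Its log2 fold change was 0.02 against tcESCs (adjusted p = 0.965 from the edgeR test), a direction reversed by 4 of 8 alternatives, and -0.36 against tc;Sf1ESCs, and neither is larger than the spread between replicates. Sox8 had 17 counts in each SCLC library, 20 and 19 in tcESCs and 9 and 8 in tc;Sf1ESCs. Against tc;Sf1ESCs its log2 fold change of 0.99 (adjusted p = 0.048 from the edgeR test) stayed just under 2-fold. DESeq2 gave 1.002, and fits with single libraries left out gave 0.864 to 1.09. None of 8 alternatives called it. For part c, the tod-PGCLC values are set against libraries not analysed here. From Dmrt1 and Fgf9, upregulated only against tc;Sf1ESCs, the paper proposes that strong Sf1 expression promoted the differentiation of SCLCs. Its other evidence includes a larger share of CFP-positive cells from tc;Sf1ESCs in flow cytometry. Both RNA-sequencing comparisons share the same SCLC libraries, made from tc;Sf1ESCs. Without libraries of SCLCs made from tcESCs, they cannot test an effect of Sf1 on differentiation.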

**Medium base**

|      |                                                                                                                                     |
|------|-------------------------------------------------------------------------------------------------------------------------------------|
| MEIM | DMEM/F12+Glutamax, 1x B27 (-vitamin A), 1x penicillin-streptomycin                                                                  |
| RAG  | DMEM/F12+Glutamax, 1x B27 (-vitamin A), 1x penicillin-streptomycin<br>1x non-essential amino acids, 0.1 mM $\beta$ -mercaptoethanol |

**3-step TesLC induction**

|        | Medium | Base | Supplements                                             |
|--------|--------|------|---------------------------------------------------------|
| Step 1 | MEIM   | MEIM | 3 $\mu$ M CHIR99021, 1 $\mu$ M TTNPB, 10 $\mu$ M Y27632 |
| Step 2 | MEIM   | MEIM | 3 $\mu$ M CHIR99021                                     |
| Step 3 | RAG    | RAG  | 3 $\mu$ M CHIR99021, 10 $\mu$ M Y27632, 100 ng/ml BMP7  |

**2-step TesLC induction**

|        | Medium     | Base | Supplements                                                                           |
|--------|------------|------|---------------------------------------------------------------------------------------|
| Step 1 | MEIM       | MEIM | 3 $\mu$ M CHIR99021, 1 $\mu$ M TTNPB, 10 $\mu$ M Y27632*                              |
| Step 2 | RAG+C      | RAG  | 3 $\mu$ M CHIR99021                                                                   |
|        | RAG+CBF    | RAG  | 3 $\mu$ M CHIR99021, 1 $\mu$ M TTNPB, 100 ng/ml BMP7                                  |
|        | RAG+CBF+IG | RAG  | 3 $\mu$ M CHIR99021, 1 $\mu$ M TTNPB, 100 ng/ml BMP7<br>100 ng/ml IGF1, 20 ng/ml GDNF |
|        | RAG+CBF+D  | RAG  | 3 $\mu$ M CHIR99021, 1 $\mu$ M TTNPB, 100 ng/ml BMP7<br>100 ng/ml DHH                 |

\* optional

**Testicular organoid induction**

|                        | Medium    | Base | Supplements                                                                      |
|------------------------|-----------|------|----------------------------------------------------------------------------------|
| Primary /<br>Secondary | RAG+C     | RAG  | 3 $\mu$ M CHIR99021                                                              |
|                        | RAG+C+SSC | RAG  | 3 $\mu$ M CHIR99021, 12 ng/ml bFGF, 20 ng/ml GDNF<br>50 ng/ml EGF, 1000 U/ml LIF |
|                        | RAG+C+RA  | RAG  | 3 $\mu$ M CHIR99021, 1 $\mu$ M retinoic acid                                     |
|                        | RAG+C+TS  | RAG  | 3 $\mu$ M CHIR99021, 10 $\mu$ M testosterone                                     |

**Supplementary Table 2. Media components.**

| Gene             | Forward Primer            | Reverse Primer             | Reference                                       |
|------------------|---------------------------|----------------------------|-------------------------------------------------|
| <i>Sox2</i>      | CATGAGAGCAAGTACTGGCAAG    | CCAACGATATCAACCTGCATGG     | Kurimoto <i>et al.</i> (2006) <sup>1</sup>      |
| <i>Nanog</i>     | CTTTCACCTATTAAGGTGCTTGC   | TGGCATCGGTTTCATCATGGTAC    |                                                 |
| <i>Oct4</i>      | GATGCTGTGAGCCAAGGCAAG     | GGCTCCTGATCAACAGCATCAC     |                                                 |
| <i>Gapdh</i>     | ATGAATACGGCTACAGCAACAGG   | CTCTTGCTCAGTGTCTTGCTG      |                                                 |
| <i>Osr1</i>      | GACCGCGGCGGAACAAGATA      | CACTGTGGGCAGGCCATTCA       | Oeda <i>et al.</i> (2013) <sup>2</sup>          |
| <i>Lhx1</i>      | TGGACCGTTTCTCTTGAAC       | TGTCTCTTTGGCGACACTG        | Nishikawa <i>et al.</i> (2012) <sup>3</sup>     |
| <i>Pax2</i>      | AGGAAACGCGAGGAAGATGT      | ACATCGGGATAGGAAGGACG       | Jeon <i>et al.</i> (2012) <sup>4</sup>          |
| <i>Sox9</i>      | AAGAAAGACCACCCCGATTACA    | CAGCGCCTTGAAGATAGCATT      | Bouma <i>et al.</i> (2004) <sup>5</sup>         |
| <i>Gata4</i>     | CCTGGAAGACACCCCAATCTC     | AGGTAGTGTCCCGTCCCATCT      |                                                 |
| <i>Wt1</i>       | CGGTCCGACCATCTGAAGAC      | GTTGTGATGGCGGACCAATT       |                                                 |
| <i>Sfl</i>       | CGCAACAACCTTCTCATTGAGA    | TGGATCCCTAATGCAAGGAGTCT    |                                                 |
| <i>Dmrt1</i>     | GTGCTTGCTCAGACTGGAAAC     | GATCTGGGACATGCTCTGGC       |                                                 |
| <i>Vnn1</i>      | TGGCCAAGAACAACCTCCATCT    | CACCACATCAGTGTTGTACTGGAAT  |                                                 |
| <i>Amh</i>       | CTATTTGGTGCTAACCGTGGACTT  | AAGGCTTGCAGCTGATCGAT       |                                                 |
| <i>Dhh</i>       | ACCCCGACATAATCTTCAAGGAT   | GTACTCCGGGCCACATGTTT       |                                                 |
| <i>Star</i>      | TCTCTAGTGTCTCCCACTGCATAGC | TTAGCATCCCCTGTTCTGAGCT     |                                                 |
| <i>Fshr</i>      | GGCCAGGTCAACATACCGCTTG    | TGCCTTGAATAGACTTGTGCAAATTG |                                                 |
| <i>Hsd3b6</i>    | GCTCCAGACTGGGACTGCTGACAC  | AATCCTCTGGCCCCAAAACCTC     | O'Shaughnessy <i>et al.</i> (2008) <sup>6</sup> |
| <i>Hsd3b1</i>    | CAAGTGTGCCAGCCTTCATCT     | TTCATGATTCTGTTCTCTGTGG     | Inoue <i>et al.</i> (2016) <sup>7</sup>         |
| <i>Hsd17b3</i>   | ATGGAGTCAAGGAGGAAAGGC     | GGCTGTAAAGAGGCCAGGG        |                                                 |
| <i>Couptf-II</i> | TGCGGAGGAACCTGAGCTAC      | CTGTACAGCTTCCCGTCTCAT      |                                                 |
| <i>Nrf2</i>      | CAGTGCTCCTATGCGTGAA       | GCGGCTTGAATGTTTGTC         |                                                 |
| <i>Cyp11a1</i>   | TGGCCCCATTACAGGGAGAA      | GGCATCTGAACTCTTAAACAGGA    |                                                 |
| <i>Foxd1</i>     | AGTCTCCAAGAAATGCCTCTACT   | TTCCGCATGTCCATTATGATACAA   |                                                 |
| <i>Hoxd11</i>    | CCGCAGCCTCTAATTCTACA      | GCCTCGTAGAACTGATCAAAGC     | Montavon <i>et al.</i> , (2008) <sup>8</sup>    |
| <i>Six2</i>      | AGGAAAGGGAGAACAGCGA       | CGTCTTCTCATCCTCGGAAC       |                                                 |
| <i>Cited2</i>    | AGACGGAAGGACTGGAAATG      | GCTGCTGCTGGTGATGAT         |                                                 |
| <i>Wnt3</i>      | CAAGCACAACAATGAAGCAGGC    | TCGGGACTCACGGTGTTCCTC      | Hayashi <i>et al.</i> (2011)                    |
| <i>Fgf5</i>      | AAAGTCAATGGCTCCACGAA      | CTTCAGTCTGTACTTCACT        |                                                 |
| <i>Dnmt3b</i>    | GACTCGCGTGCAATAACCTTAG    | GGTCACTTCCCTCACTCTGG       |                                                 |
| <i>Prdm1</i>     | AGCATGACCTGACATTGACACC    | CTCAACACTCTCATGTAAGAGGC    |                                                 |
| <i>Prdm14</i>    | ACAGCCAAGCAATTTGCACTAC    | TTACCTGGCATTTCATTGCTC      |                                                 |
| <i>Tcfap2c</i>   | GGGCTTTTCTCTCTTGGCTGGT    | TCCACACGTCACCCACACAA       |                                                 |
| <i>Dnd1</i>      | CCCTAAATGGGTAAAGCAGAGC    | GGCAAGGTTCTCACAACTAAAG     |                                                 |
| <i>Vasa</i>      | TATGTGCCTCCAGCTTCAGTA     | CTGGATTGGGAGCTTGTGAAGA     |                                                 |
| <i>Dazl</i>      | TCCTTGACTTGTGGTTGCTG      | CCACCTTCGAGGTTTACCA        |                                                 |
| <i>Nanos3</i>    | CCTACGGCCTAGGAGCTTGG      | TGATCGCTGACAAGACTGTGG      |                                                 |
| <i>Plzf</i>      | CTTCACTTGCCTCCAGTCCAGA    | TACACAGAAGGAAGGCAGGTGT     | Ishikura <i>et al.</i> (2016)                   |
| <i>Id4</i>       | TCCCTTGAGAGCTTTTGCTAT     | ACCAGAGAGCTGTTACCTCTGA     |                                                 |
| <i>cKit</i>      | CAGTTACCGCGCTCTGTTTG      | GCCCCCTAAGTACCTGACATCC     |                                                 |
| <i>Gfra1</i>     | TTTTACTGACAGTTGCGTCCAC    | TGAATGTGCTTCTGCTCAAAGTG    |                                                 |
| <i>Stra8</i>     | GTTTCCTGCGTGTTCCACAAG     | CACCCGAGGCTCAAGCTTC        |                                                 |
| <i>Sycp3</i>     | AGCAGAGAGCTTGGTCGGG       | TCCGGTGAGCTGTCGCTGTC       | Dong <i>et al.</i> (2017) <sup>9</sup>          |
| <i>Acrosin</i>   | CGGAGTCTACACAGCCACCT      | GCATGAGTGATGAGGAGGTT       | Geijsen <i>et al.</i> (2004) <sup>10</sup>      |
| <i>Haprin</i>    | CCAGAACATGAGACAGAGAG      | AGCAACTTCTGAGCATACC        |                                                 |
| <i>Sox17</i>     | CCGATGAACGCCTTATGGTG      | GGTCAACGCCTTCCAAGACTT      | Mfopou <i>et al.</i> (2007) <sup>11</sup>       |

**Supplementary Table 3. Primers used for quantitative RT-PCR.**

## Supplementary References

1. Kurimoto, K. *et al.* An improved single-cell cDNA amplification method for efficient high-density oligonucleotide microarray analysis. *Nucleic Acids Res.* **34**, e42 (2006).
2. Oeda, S. *et al.* Induction of intermediate mesoderm by retinoic acid receptor signaling from differentiating mouse embryonic stem cells. *Int. J. Dev. Biol.* **57**, 383-389 (2013).
3. Nishikawa, M. *et al.* Stepwise renal lineage differentiation of mouse embryonic stem cells tracing in vivo development. *Biochem. Biophys. Res. Co.* **417**, 897-902 (2012).
4. Jeon, K. *et al.* Bax inhibitor-1 enhances survival and neuronal differentiation of embryonic stem cells via differential regulation of mitogen-activated protein kinases activities. *Biochim. Biophys. Acta* **1823**, 2190-2200 (2012).
5. Bouma, G. J. *et al.* Using real time RT-PCR analysis to determine multiple gene expression pattern during XX and XY mouse fetal gonadal development. *Gene Expr. Patterns* **9**, 141-149 (2004).
6. O'Shaughnessy, P. J., Hu, L. & Baker, P. J. Effect of germ cell depletion on levels of specific mRNA transcripts in mouse Sertoli cells and Leydig cells. *Reproduction* **135**, 839-850 (2008).
7. Inoue, M. *et al.* Isolation and characterization of fetal Leydig progenitor cells of male mice. *Endocrinology*, **157**, 1222-1233 (2016).
8. Montavon, T., Le Garrec, J. F., Kerszberg, M. & Duboule, D. Modeling Hox gene regulation in digits: reverse collinearity and the molecular origin of thumbness. *Genes Dev.* **22**, 346-359 (2008).
9. Dong, G. *et al.* Retinoic acid combined with spermatogonial stem cell conditions facilitate the generation of mouse germ-like cells. *Biosci. Rep.* **37**, BSR20170637 (2017).
10. Geijsen, N. *et al.* , Derivation of embryonic germ cells and male gametes from embryonic stem cells. *Nature* **427**, 148-154 (2004).
11. Mfopou, J. K. *et al.* Sonic hedgehog and other soluble factors from differentiating embryoid bodies inhibit pancreas development. *Stem Cells* **25**, 1156-1165 (2007).

# Supplementary material for: Testicular somatic cell-like cells derived from embryonic stem cells induce differentiation of epiblasts into germ cells
**Source:** Commun Biol. 2021 Jun 28;4:802. doi: 10.1038/s42003-021-02322-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File name:** Supplementary Data 1

**Description:** Lists of differentially expressed genes (DEGs). **a-f**, TPM normalised reads were compared between tcESCs and tc;sf1ESCs (**a**), tcESCs and SCLCs (**b**), tcESCs and E12.5SCs (**c**), tc;sf1ESCs and SCLCs (**d**), tc;sf1ESCs and E12.5SCs (**e**), and SCLCs and E12.5SCs (**f**). DEGs were defined by log fold change (LFC) >1 or <-1 and adjusted p-value (P<sub>adj</sub>) ≤0.05. The lists are ranked by LFC.

**File name:** Supplementary Data 2

**Description:** The results of GO enrichment analysis. **a-f**, Top 10 GO terms enriched in comparison between tcESCs and tc;sf1ESCs (**a**), tcESCs and SCLCs (**b**), tcESCs and E12.5SCs (**c**), tc;sf1ESCs and SCLCs (**d**), tc;sf1ESCs and E12.5SCs (**e**), and SCLCs and E12.5SCs (**f**).

**File name:** Supplementary Data 3

**Description:** Data source underlying graphs in the main figures.

# Supplementary material for: Testicular somatic cell-like cells derived from embryonic stem cells induce differentiation of epiblasts into germ cells
**Source:** Commun Biol. 2021 Jun 28;4:802. doi: 10.1038/s42003-021-02322-8
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection: NCBI (Genome assembly GRCm38/mm10, and the sequence read archive (SRA)), Eurofins Genomics (High-throughput RNA sequencing), BD LSR II (Flow cytometry), and Zeiss Axio Observer Z1 (fluorescence microscopy)

Data analysis: DESeq2 (Transcriptome analysis), WebGestalt (GO enrichment), GSEA and EMBL-EBI QuickGO (GO search), StepOnePlus (real-time PCR), Image J and Zen (digital imaging), PHERAstar FSX (ELISA) and Flowjo (Flow cytometry)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

RNA-seq data that support the findings of this study have been deposited in the NCBI Gene Expression Omnibus (GEO) with the GEO accession codes "GSE149932".

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was estimated from similar studies that were published in scientific journals previously. These studies have been cited in the manuscript, notably reference #1, 2, 3, 9, 10, 11, 12, 13.                                                                                                                                                                                                                                                                             |
| Data exclusions | We excluded data showing no statistical significance, notably p-value and adjusted p-value below 0.05.                                                                                                                                                                                                                                                                                                                                                                            |
| Replication     | We biologically replicated all our experiments. We also technically replicated when we ran samples on devices or instruments.                                                                                                                                                                                                                                                                                                                                                     |
| Randomization   | This work was designed as a PhD project supported by BBSRC EASTBIO doctoral training partnership. The main contributor, i.e. the first author, was selected from the public when I advertised the project. I did not choose a particular batch of ES cell lines that are the main materials in this project, because they were gifted from MRC National Institute for Medical Research and the University of Cambridge. They would have been arbitrarily selected by the senders. |
| Blinding        | I planned and designed this work designed as an in-house project at the University of Aberdeen. Because all the participants in Aberdeen worked as colleagues on a daily basis, blinding was not relevant to this study. However, high-throughput transcriptome analysis was performed by Dr Owen at the University College London who has been blinded to the Aberdeen participants except me.                                                                                   |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-active caspase 3 (Abcam, ab2302), anti-FGF5 (Proteintech, 18171-1-AP), anti-GATA4 (SantaCruz, sc-1237), anti-GFP (Abcam, ab13970), anti-HSD3B (gift from Ian. Mason), anti-Ki67 (BioLegend, 652401), anti-laminin (gift from Harold Erickson), anti-MVH Novus Biologicals, NBP2-24558), anti-OSR1 (Abcam, ab230627), anti-Pax2 (Novus Biologicals NPB2-57700), anti-SOX2 (Novus Biologicals, AF2018), anti-SOX9 (Novus Biologicals, AF3075), anti-SF1/NR5A1 (Novus Biologicals NPB1-52823), anti-StAR (Biorbyt, orb7014), anti-STRA8 (Abcam, ab49602), and anti-SYCP3 (Novus Biologicals, NB300-230). |
| Validation      | All the antibodies have been validated in manufactures' website or published papers.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                     |                                                                                                                                                                                                                                                                                   |
|---------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s) | Mouse embryonic stem cell line tcESC was generated from a transgenic mouse strain on C57BL6 background at MRC National Institute for Medical Research, UK. Mouse embryonic stem cell line Prdm1-gfp ESC was generated in Azim Surani's laboratory at the University of Cambridge. |
| Authentication      | Both cell lines have been authenticated by MRC and the University of Cambridge.                                                                                                                                                                                                   |

Mycoplasma contamination

Both cell lines have been tested negative for mycoplasma contamination.

Commonly misidentified lines  
(See [ICLAC](#) register)

We did not use any misidentified cell lines.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Cultured cells and/or organoids were dissociated with a mixture of 1x Accutase, 0.1% collagenase IV and 0.1% dispase, and filtered them through a 40 micron cell strainer.

Instrument

BD LSR II

Software

Flowjo

Cell population abundance

The purity of SCLCs was identified as the cells positive for CFP-fluorescence that is derived from a cfp transgene integrated in the SCLC genome. The purity of PGCLCs was identified as the cells double-positive for CD49f-PE and GFP-fluorescence that is derived from a gfp transgene integrated in the PGCLC genome. The abundance of these cells was determined by preliminary flow cytometry analyses. The analysis of 500,000 events provided 3.7% of purity for SCLCs and 2% for PGCLCs. For sorting, several millions of these cells were prepared and a few thousands were isolated.

Gating strategy

After preliminary gating with SSC/FSC, singlet cells were selected by FSC / Trigger plus width. CFP-positive cells were gated through SSC / A460/50(405). Then, to remove propidium iodide-positive dead cells, the CFP-positive cell population was gated through A 692/40(488) / A460/50(405). For GFP-positive PGCLCs, singlet cells were selected as described above. Dead cells labelled with DAPI were removed through SSC / DAPI gating from singlet cell population. PGCLCs labelled as GFP fluorescence and CD49f-PE double positive cells were gated through PE-A / FITC-A.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

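RNA-sequencing libraries of tcESCs, tc;Sf1ESCs, SCLCs (day 12) and tod-PGCLCs (day 6 of organoid culture) were analysed, 8 libraries in 4 groups of 2. The authors filtered the reads with Trimgalore, aligned them to GRCm38 with STAR and deposited for each library the number of reads counted on each gene, as raw counts without normalization. The methods also describe DESeq2 with limits of a fold change greater than 2, an adjusted p-value under 0.05 and more than 10 reads. The deposited counts list 46078 Ensembl gene IDs, of which 45229 were named and placed with GENCODE M21, 14 were named from Supplementary Data 1 and 835 had no name. Reads that the authors' counting set aside as ambiguous or not unique are not in the gene counts, so genes that share reads with a near-identical copy can be undercounted.

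The total counts on genes ran from 25411033 to 30680191 per library, at which 3 counts are 0.0978 to 0.118 CPM. Such limits cover counting error only, since PCR copies cannot be told from separate molecules.

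Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The 6 libraries of tcESCs, tc;Sf1ESCs and SCLCs were fitted together over 16481 genes with a mean count above 10, and all 8 libraries over 16707 genes for tod-PGCLCs. After TMM normalization, genes were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, and called with a fold change greater than 2 and an adjusted p under 0.05. A joint fit was chosen on the assumption that the authors had fitted the same 6 libraries. The mean counts in Supplementary Data 1a stand at 0.148 to 412 times those over these libraries, so the authors' fit held other libraries too. A fold against a group with at most 3 counts in each library is given as a lower bound computed against 3 counts. Distances and principal components used log2 CPM with a prior count of 2. Lists of marker genes were tested with limma's camera, and chromosome shifts are medians set against 10000 random lists of genes.

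The genes named are every gene of Supplementary Table 1a and 1b and every gene named in the RNA-sequencing paragraphs, for tod-PGCLCs those of Supplementary Table 1c and Ddx4, and the 3 largest increases and 3 largest decreases per comparison among called genes with a mean of at least 1 CPM whose libraries do not overlap. To these were added Nr5a1 and splicing factor 1, which has the symbol Sf1, the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, Xist and Kdm5c.

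The alternatives were RLE size factors, library totals only, the filterByExpr filter, every gene with at least 1 count, a fit of the 4 libraries compared, all 8 libraries, DESeq2, a stricter adjusted p limit of 0.01, a test against a 2-fold change, the replicate number as a block, and each library left out in turn. For distances they were a variance stabilizing transformation, the 500 most variable genes and a prior count of 0.25, for gene lists an estimated correlation between genes, and for chromosomes a mean count above 100. DESeq2 on every gene with at least 1 count was chosen after the data were seen. The pairing of libraries comes from the replicate numbers in their labels, and same-numbered libraries are cultures.

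The tests were tested on simulated data with the means and sizes of the real libraries. Of 193 changed genes among 16297, edgeR recovered 90.7% with 2 false calls and DESeq2 86.5% with 3. All planted changes of these genes had the same size, past the 2-fold limit, and each gene had the same spread in every group. In the real data 7033 and 6955 genes were called in the comparisons with SCLCs, and the SCLC pair was the most variable. These rates therefore need not hold for the real comparisons. A shift of 0.58 planted on the 864 genes of one chromosome was found as 0.576.

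In the parts of Supplementary Data 2 that compare tcESCs, tc;Sf1ESCs and SCLCs, 140 of the 168 terms followed have shortened gene lists. Only the readable genes were used. Embryonic Sertoli cells, d4PGCLCs, d6PGCLCs and embryonic PGCs were not analysed here.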

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

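Of the tests below, those on a few genes taking most of the counts, on a mixture of cell types, on the Sf1 transgene, on reads shared between Kdm5c and Kdm5d, on the Y chromosome and the 4 follow-up tests of the chromosome shifts were chosen only after the result they bear on was seen.

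Primitive and visceral endoderm markers were high in SCLCs, in genes the paper does not discuss as a group. The 21 tested genes of the list had a median log2 fold change of 7.97 between SCLCs and tc;Sf1ESCs (adjusted p = 5.17e-38 from limma's camera test on edgeR's values with Benjamini-Hochberg adjustment over 12 lists). The adjusted p was 7.51e-50 with the replicate block and 0.13 when the correlation between genes was estimated from the 6 libraries, so the adjusted p depends on how that correlation is set. All 21 genes were called higher in SCLCs than in tc;Sf1ESCs by edgeR's quasi-likelihood test. With library totals as the only scaling the list stood 7.96 above the median of all genes, but a scaling moves the list and all genes alike, so this comparison could not have come out otherwise and does not bear on a few genes taking most of the counts. The median of all genes was itself -0.0344 with library totals only and 0.0163 as reported. Among random lists matched on exonic length and GC content, the list was at percentile 100, so these properties do not account for it. The SCLC libraries differ in their content of these genes. From replicate 1 to replicate 2 the endoderm list changed by a median of 0.54 on the log2 scale and the Sertoli cell list (13 genes) by -0.0986, a difference of 0.637 where random lists gave -0.277 to 0.278. A candidate explanation is that the sorted SCLCs hold endoderm-like cells in shares that differ between the libraries. The pattern, and an effect of the differentiation itself on the same cells, cannot be told apart from such a mixture, and whether single cells express both lists was not tested.

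Kdm5c, an X-linked gene, had 124 and 136 counts in the tcESC libraries against 6771 and 7242 in tc;Sf1ESCs, 4868 and 5582 in SCLCs and 5679 and 5279 in tod-PGCLCs, a log2 fold change of 5.83 between the ESC lines (standard error 0.0832, adjusted p = 5.26e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Supplementary Data 1a lists the gene, and the paper's text does not discuss it. The 10 nearest tested genes on the X chromosome had a median log2 fold change of -0.0909. The nearest of them, Kantr, Iqsec2 and Tspyl2, were higher in tc;Sf1ESCs, by 0.6, 0.855 and 0.316. The others ran from -0.72 (Ribc1) to 0.356 (Hsd17b10). These values are far under the 5.83 of Kdm5c. They go against the loss in tcESCs of a segment shared in equal measure with its neighbours. A smaller effect on the nearest genes is not excluded. In tod-PGCLCs, which carry no Sf1 transgene, Kdm5c was also higher than in tcESCs, by 5.37 on the log2 scale, which goes against an effect of the transgene. The summed CPM of Kdm5c and its Y-linked paralog Kdm5d gave a log2 ratio of 5.44, so reads moved between the paralogs do not account for it. Since tc;Sf1ESCs were made from tcESCs, a variant shared by the line would have been seen in both. A candidate explanation that was not tested is a change limited to Kdm5c in the tcESC culture that was sequenced.

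Y-linked genes other than Kdm5d were lower in tcESCs than in tc;Sf1ESCs. Supplementary Data 1a lists Ddx3y, Eif2s3y and Uty, and the paper's text does not discuss them. Ddx3y had a log2 fold change of 2.31 (standard error 0.0886, adjusted p = 2.7e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Eif2s3y 2.24 and Uty 2.64, while Kdm5d had 0.25 (adjusted p = 0.599 from the same edgeR test). If part of the tcESCs had lost the Y chromosome, the genes would have fallen by one factor, but the log2 fold changes of the 4 genes ranged over 2.39, which goes against that loss as the single explanation. The range rests on Kdm5d, and the other genes lie close together. In SCLCs all 4 genes were higher than in tcESCs: Ddx3y by 1.57, Eif2s3y by 1.555, Uty by 1.84 and Kdm5d by 2.30. Against tc;Sf1ESCs Kdm5d had a log2 fold change of 2.05, and Ddx3y, Eif2s3y and Uty had -0.74, -0.69 and -0.79. SCLCs also differ from both ESC lines by differentiation, so these values do not decide the question. Loss of the Y chromosome in part of the tcESCs together with a separate change of Kdm5d may give the values between the ESC lines and was not tested. Whether the Sf1 transgene acts on these genes was not tested.

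The genes of whole chromosomes were shifted together between tc;Sf1ESCs and tcESCs. The median log2 fold change, relative to that of all genes, was 0.473 on chromosome 8 (864 genes), -0.465 on chromosome 16 (502 genes) and -0.314 on chromosome 6 (776 genes), with SDs over pairs of libraries of 0.0136, 0.0104 and 0.0129. The genes before and after the middle gene of chromosome 8 differed in their median by 0.0412, which goes against a change confined to part of it, and chromosome 8 was at percentile 100 among random lists matched on exonic length and GC content. A change carried by the tc;Sf1ESC line would persist in the SCLCs made from it. Between SCLCs and tod-PGCLCs the shift was 0.555 on chromosome 8 and -0.516 on chromosome 16, which is consistent with that. On chromosome 6 the shift against tcESCs was also present in tod-PGCLCs, at -0.325, which places it with the tcESCs. The shift of 0.473 suggests, as a hypothesis, a gain of chromosome 8 and a loss of chromosome 16 in all or part of the tc;Sf1ESCs and a gain of chromosome 6 in tcESCs. DNA copy number was not analysed here. On chromosome 8, 116 genes were called higher and 21 lower, on chromosome 16 18 and 58, and on chromosome 6 33 and 74. On each of these the calls lean the way of the shift. Among chromosomes with little shift, they were 51 and 51 on chromosome 4 and 54 and 79 on chromosome 5. Each shift is under the 2-fold limit, so it does not make a call alone, but it adds to other changes and can carry genes past the limit. How many of these calls rest on a shift was not tested. On chromosome 8 the 21 genes run against the shift. Whether the Sf1 transgene acts on chromosomes 8 and 16 was not tested.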

How the results depend on the processing

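Tests were run under the alternatives chosen before the data were examined, and DESeq2 on every gene with at least 1 count was chosen only after the data were seen.

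The counts of differentially expressed genes stayed within 1.5 times those reported under RLE size factors, library totals only, filterByExpr, at least 1 count, the 4 libraries compared, DESeq2, all 8 libraries, an adjusted p limit of 0.01 and each library left out in turn (without a call where a compared group kept 1 library, for which genes past 2-fold were counted). Between the ESC lines they ran from 1315 (adjusted p limit of 0.01) to 2436 (at least 1 count). The exceptions came from a test against a 2-fold change itself (glmTreat), which left 594 genes between the ESC lines, 332 higher and 262 lower, and 3078 between tod-PGCLCs and tcESCs, 1996 higher and 1082 lower. The filter was not the only thing that changed with at least 1 count: the prior degrees of freedom of edgeR's spread rose from 4 to 2310, so the p-values of variable genes fell there. Leaving out either SCLC library raised them to 29.3 and 29.9, and the fit of the 4 ESC libraries to 28.5. In tod-PGCLCs the median log2 fold change of all genes was 0.107 with library totals only and 0.034 as reported.

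With the replicate number as a block, 1918, 7023, 6958 and 4893 genes were called between tc;Sf1ESCs and tcESCs, SCLCs and tcESCs, SCLCs and tc;Sf1ESCs, and tod-PGCLCs and tcESCs, of which 1854, 6974, 6920 and 4852 were also called without it. The correlations of same-numbered libraries were -0.0170, -0.0259, -0.000792 and 0.0273. Of the 12 gene lists 6 had an adjusted p under 0.05 as reported and 8 with the replicate block. The chromosome 8 shift was 0.469 with the block.

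The gene lists depended most on the correlation between genes. With this correlation estimated from the libraries, 0 of 12 lists passed after adjustment and 2 without it, against 6 as reported. They numbered 7 with at least 1 count, and 6 with RLE size factors and with library totals only.

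The ratio of distances was 2.48 as reported, 2.65 with the variance stabilizing transformation and 4.43 over the 500 most variable genes, and from 2.41 to 2.54 with each library left out. The chromosome 8 shift was 0.473, and 0.495 for genes with a mean count above 100. With each library left out it ran from 0.469 to 0.485. The cause of these changes was not tested.

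Amh, with few counts, changed direction between SCLCs and tcESCs. Its log2 fold change was 0.02 as reported and -0.0409 with library totals only, -0.0153 with filterByExpr, -0.000392 with at least 1 count and -0.0284 with the 4 libraries compared, and from -0.60 to 0.43 with each library left out. Dnmt3b between tod-PGCLCs and tcESCs was -0.0241 as reported and 0.0489 with library totals only. With library totals only, the median of all genes moved as well, from 0.034 to 0.107 in that comparison. Between SCLCs and tcESCs the median moved from 0.0461 to -0.0178. Under this scaling Amh and Dnmt3b moved with all genes, so these reversals are not specific to them. The cause under the other settings was not tested. Apart from the values with a library left out, each value of Amh and Dnmt3b is smaller than the standard error of the reported value. That error was 0.426 for Amh and 0.128 for Dnmt3b.

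Calls close to a limit also changed. The adjusted p of Cdx2 between the ESC lines ranged from 2.28e-07 to 0.137, of Gata6 from 1.06e-05 to 0.0728, of Fgf2 from 0.000724 to 0.0508, and of Wt1 between SCLCs and tcESCs from 0.00183 to 0.0765, in edgeR's or DESeq2's tests with Benjamini-Hochberg adjustment. With tc;Sf1ESC replicate 1 or tc;Sf1ESC replicate 2 left out, Wt1 was no longer called (0.0689 and 0.0654). Over all named genes, those above included, 118 values with a library left out moved by more than the spread between replicates. The depth limits Ptgds, Gdnf, Fgf9, Dhh and Hsd17b3, whose counts stayed under the filter.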

Differences from the paper's values

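The paper's log2 fold changes of SCLCs in Supplementary Table 1b differ from those found here by more than the standard error for several genes, and in sign for Amh. These are parts of a near-constant offset. In each comparison 14 genes all lay above the paper's values. The offset was 0.122 to 0.169 against tcESCs and 0.0848 to 0.142 against tc;Sf1ESCs. It exceeds the standard error only where that error is small, and it turned the sign of Amh, whose change is small. For Gata4 the paper's values are 7.55 against tcESCs and 5.92 against tc;Sf1ESCs, and the values found here 7.71 and 6.05. Of the alternatives set before the data were examined, library totals only (7.64), the 4 libraries compared (7.66), DESeq2 (7.70), all 8 libraries (7.70) and the fits without tcESC replicate 1 (7.56), tc;Sf1ESC replicate 1 (7.68) or SCLC replicate 2 (7.65) came within the error against tcESCs. Against tc;Sf1ESCs library totals only (6.00), filterByExpr (6.01), at least 1 count (6.02), all 8 libraries (6.04) and the fits without tc;Sf1ESC replicate 1 (6.01) or SCLC replicate 2 (5.99) did, while the others did not. DESeq2 on every gene with at least 1 count, chosen after seeing the values, also came within the error against tcESCs (7.70).

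For Amh the paper's value against tcESCs is -0.12 and the value here 0.0229. Library totals only (-0.0409), filterByExpr (-0.0153), at least 1 count (-0.000392), the 4 libraries compared (-0.0284) and the fit without tc;Sf1ESC replicate 1 (-0.00556) had the paper's sign and came within the error. Without SCLC replicate 2 (-0.60) the sign was the paper's but the value lay beyond the error, and the other alternatives set before the data were examined did not have the paper's sign. For Cited2 the paper's values are 2.53 and 3.40 against tcESCs and tc;Sf1ESCs, and the values here 2.69 and 3.54. Library totals only (2.63 and 3.48) and the fit without SCLC replicate 1 (2.62 and 3.47) came within the error in both comparisons, and filterByExpr (3.49) and the fit without tc;Sf1ESC replicate 2 (3.42) in the second, while the other alternatives set before the data were examined did not. For Insr the paper's values are 2.66 and 1.91 and the values here 2.81 and 2.04, and none of the alternatives set before the data were examined closed the gap.

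For Nr0b1 the paper's values are -5.44 and -4.74 and the values here -5.28 and -4.61. Library totals only (-5.35 and -4.66), the 4 libraries compared (-5.33 and -4.62), DESeq2 (-5.29 and -4.60) and the fit without SCLC replicate 1 (-5.45 and -4.77) came within the error in both comparisons. The fits without tcESC replicate 1 (-5.35) or tc;Sf1ESC replicate 1 (-5.31) did so in the first comparison, and filterByExpr (-4.65), at least 1 count (-4.63) and the fit without tc;Sf1ESC replicate 2 (-4.63) in the second, while the other alternatives set before the data were examined did not. DESeq2 on every gene with at least 1 count (-5.30 and -4.61), chosen after seeing the values, also came within the error. For Fst against tcESCs the paper's value is 1.33 and the value here 1.48, and library totals only (1.42), filterByExpr (1.44), the 4 libraries compared (1.43), DESeq2 (1.47), all 8 libraries (1.48) and the fits without tc;Sf1ESC replicate 1 (1.45) or SCLC replicate 1 (1.26) came within the error, while the other alternatives set before the data were examined did not. DESeq2 on every gene with at least 1 count (1.47), chosen after seeing the values, also did. The paper's mean normalized count of Nr5a1 is 3285.31, and the mean over the 6 libraries here 159.6. With library totals only it was 157.9, with all 8 libraries 122.6, over the 4 libraries of each comparison 21.3 to 234.7 and with each of the 6 libraries left out 88.4 to 193.6, and none of these came within 1.5 times the paper's value. The other alternatives set before the data were examined were not run for this mean.

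The paper lists Cdx2 as differentially expressed between the ESC lines. Its adjusted p here was 0.0616 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and it was called with at least 1 count (4.73e-07), with the 4 libraries compared (2.28e-07), by DESeq2 (0.021), with SCLC replicate 1 or SCLC replicate 2 left out, and by DESeq2 on every gene with at least 1 count (0.0244), a setting chosen after seeing the values. The range over the 8 alternatives was 2.28e-07 to 0.137.

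The paper's table gives Dmrt1 a log2 fold change of 0.72 between SCLCs and tcESCs, under the 2-fold limit, without marking it as not significant. The log2 fold change here was 0.88 with an adjusted p of 0.0813 from edgeR's test, and 1.58e-07 to 0.124 over the 8 alternatives. It was under 0.05 with at least 1 count (1.58e-07), from DESeq2 (0.0386) and, at 0.0496, from DESeq2 on every gene with at least 1 count, chosen after seeing the values.

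The paper counts Ptgds and Gdnf as upregulated in both comparisons, Fgf9 as upregulated and Dhh and Hsd17b3 as downregulated against tc;Sf1ESCs. These genes were under the count filter here and were not tested. With at least 1 count, edgeR's adjusted p was 1.71e-07 and 4.68e-06 for Ptgds, 0.00166 and 0.000245 for Gdnf, and against tc;Sf1ESCs 0.0233 for Fgf9, 0.000767 for Dhh and 0.0664 for Hsd17b3, which no setting called. Dhh was also called with filterByExpr (0.0133), with the 4 libraries compared (0.0373) and with all 8 libraries (0.00821). DESeq2 on every gene with at least 1 count, chosen after seeing the values, called Ptgds in both comparisons (0.00352 and 0.0271) and Gdnf against tc;Sf1ESCs (0.0183).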

Other observations

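The test of carry-over into the sorted tod-PGCLCs was chosen only after the counts of the Y-linked genes were seen.

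Y-linked genes were low in tod-PGCLCs. Ddx3y had 25 and 25 counts, Eif2s3y 63 and 51, Uty 25 and 23 and Kdm5d 7 and 3, against 411 and 493, 285 and 347, 132 and 163, and 41 and 41 in tcESCs. Carry-over of SCLCs into the sorted cells would give the Y-linked genes and other genes of SCLCs the same share. The median ratio of tod-PGCLCs to SCLCs was 0.0345 for the 4 Y-linked genes and 0.00502 for the 20 genes highest in SCLCs. Their quotient of 6.86 goes against carry-over of cells like the sorted SCLCs as the single source. The organoids were made with whole tc;Sf1TesLC cultures, whose other cells need not express those 20 genes. Carry-over of such cells was not tested and is not excluded. Other sources of these reads were not tested, and no biological explanation was tested.

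Of 12 lists of marker genes set down for the comparison of SCLCs with tc;Sf1ESCs, 6 had an adjusted p under 0.05 in limma's camera test with an inter-gene correlation of 0.01. Sertoli cell (13 genes, median log2 fold change 3.56, adjusted p = 0.000107), neural crest and mesenchyme (12 genes, 6.03, 0.0409) and trophectoderm (8 genes, 5.82, 0.00397) genes were higher in SCLCs, and pluripotency (16 genes, -2.70, 2.98e-06) and neural (9 genes, -1.96, 7.67e-05) genes were lower. With the inter-gene correlation estimated from the libraries, the adjusted p-values of these lists were 0.133, 0.578, 0.461, 0.404 and 0.263 in the same order. The granulosa cell list had 0.0916 and passed with at least 1 count (0.0399) and with the replicate block (0.0259), in a range of 0.0259 to 0.454 over its 5 alternatives. The endothelium and blood list had 0.146 and passed with the replicate block (0.0345), in a range of 0.0345 to 0.443.

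Between tod-PGCLCs and tcESCs, which come from different ESC lines, 4906 genes were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3030 higher and 1876 lower in tod-PGCLCs. Prdm1 was higher by 4.46 on the log2 scale (standard error 0.173), Stra8 by 5.06 (0.468), Tfap2c by 1.67 (0.136) and Dnd1 by 3.04 (0.359), while Klf4 had a log2 fold change of -3.00 (0.0783). Sox2, Nanog and Dazl did not pass the limit, with adjusted p-values of 0.173, 0.17 and 0.451 from the same edgeR test. Nr5a1 had 6 and 5 counts in tod-PGCLCs and was at least 1.88-fold higher than in tcESCs. Its adjusted p was 0.044 from the same edgeR test and 0.0598 with the replicate block, which did not call it. DESeq2 on every gene with at least 1 count, chosen after the data were seen, did not call it either (0.0518).

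The median gene of chromosome 11 was higher in tod-PGCLCs than in tcESCs by 0.482 and than in tc;Sf1ESCs by 0.459 on the log2 scale, relative to all genes, and that of the X chromosome by 0.22 and 0.263. The X chromosome was shifted in SCLCs as well, by 0.163 against tcESCs and 0.223 against tc;Sf1ESCs, and by -0.06 between SCLCs and tod-PGCLCs. Chromosome 3 was shifted by 0.197 between tc;Sf1ESCs and tcESCs. Xist had 639 and 1108 counts in SCLCs, 120 and 143 in tc;Sf1ESCs and 117 and 168 in tcESCs.

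In each comparison, 14 tested genes of Supplementary Table 1b had a log2 fold change here that was not a lower bound. Nr5a1 and Gfra1 were left out against tcESCs, and Gfra1 and Wnt4 against tc;Sf1ESCs. The values of the 14 lay above the paper's by a median of 0.154 against tcESCs and 0.13 against tc;Sf1ESCs. With library totals only the medians were 0.0898 and 0.0799. Of the 1813 genes of Supplementary Data 1a, 1547 were among the 1922 genes called here between the ESC lines, with the same direction in each. Another 77 had a mean count of 10 or less in the 6 libraries.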
